# Differential but complementary roles of HIF-1α and HIF-2α in the regulation of bone homeostasis

**DOI:** 10.1038/s42003-024-06581-z

**Published:** 2024-07-23

**Authors:** Sun Young Lee, Su-Jin Kim, Ka Hyon Park, Gyuseok Lee, Youngsoo Oh, Je-Hwang Ryu, Yun Hyun Huh

**Keywords:** Risk factors, Mechanisms of disease

## Abstract

Bone is a highly dynamic tissue undergoing continuous formation and resorption. Here, we investigated differential but complementary roles of hypoxia-inducible factor (HIF)-1α and HIF-2α in regulating bone remodeling. Using RNA-seq analysis, we identified that specific genes involved in regulating osteoblast differentiation were similarly but slightly differently governed by HIF-1α and HIF-2α. We found that increased HIF-1α expression inhibited osteoblast differentiation via inhibiting RUNX2 function by upregulation of *Twist2*, confirmed using *Hif1a* conditional knockout (KO) mouse. Ectopic expression of HIF-1α via adenovirus transduction resulted in the increased expression and activity of RANKL, while knockdown of *Hif1a* expression via siRNA or osteoblast-specific depletion of *Hif1a* in conditional KO mice had no discernible effect on osteoblast-mediated osteoclast activation. The unexpected outcome was elucidated by the upregulation of HIF-2α upon *Hif1a* overexpression, providing evidence that *Hif2a* is a transcriptional target of HIF-1α in regulating RANKL expression, verified through an experiment of HIF-2α knockdown after HIF-1α overexpression. The above results were validated in an ovariectomized- and aging-induced osteoporosis model using *Hif1a* conditional KO mice. Our findings conclude that HIF-1α plays an important role in regulating bone homeostasis by controlling osteoblast differentiation, and in influencing osteoclast formation through the regulation of RANKL secretion via HIF-2α modulation.

## Abstract (web summary)

HIF-1α plays an important role in bone homeostasis by upregulating Twist2 to suppress RUNX2 and regulate osteoblast differentiation, while also influencing osteoclast formation by regulating RANKL secretion through HIF-2a.

## Introduction

Bone is a dynamic tissue characterized by old matrix resorption by osteoclasts and new matrix formation by osteoblasts. The balance between bone formation and bone resorption is essential for bone homeostasis. Osteoblasts, originating from mesenchymal stem cells, are controlled by osteogenic transcription factors, runt-related transcription factor (RUNX2)^1^, osterix^2^, and TCF/LEF^3^. Osteoclasts are derived from hematopoietic progenitors of the monocyte-macrophage lineage^4^. The initial proliferation of pre-osteoclasts is controlled by macrophage colony-stimulating factor (M-CSF), and osteoclast differentiation and maturation are governed by receptor activator of nuclear factors (NF)-κB ligand (RANKL)^5^. RANKL is expressed in the osteoblast-lineage cells and stimulates RANK, the receptor for RANKL, on osteoclast precursors. Interaction of RANKL on osteoblasts and RANK on osteoclasts results in the activation of signal transduction for the differentiation and maturation of osteoclasts, such as NF-κB, c-Fos, and nuclear factor of activated T cells 1 (NFATc1)^6,7^. Osteoprotegerin (OPG) produced by osteoblasts is a soluble decoy receptor for RANKL and regulates RANKL-mediated osteoclastogenesis^8^.

Hypoxia-inducible factor (HIF) is a heterodimeric transcription factor consisting of an inducible α subunit and constitutive β subunit. HIF-α is oxygen labile, and HIF-α stability is crucial for the activity of HIF as a transcriptional regulator^9^. Under normoxia, the proline residues of the HIF-α subunit are hydroxylated by prolyl-4-hydrolyase (PHD) following interaction with von Hippel-Lindau (VHL), specific E3 ligase, and then polyubiquitination and proteasomal degradation^10^. However, in hypoxia, proline hydroxylation is prohibited by the deprivation of oxygen, allowing the accumulation of HIF-α and the formation of an active heterodimeric complex with HIF-1β^11^. Remarkably, HIF-α can be stabilized even in normoxia by inflammatory factors, such as IL-1β, INF-γ, IGF-1 and TNF-α, in a pathophysiologic microenvironment^12,13^, and normoxic stabilization of HIF-1α induces osteoclastogenesis and pathological bone resorption^14^.

Of the three identified isotypes of HIF-α, studies have focused on HIF-1α and HIF-2α. They retain highly conserved sequences, have similar domain structures, and bind to the same hypoxia-responsive element (HRE), 5′-(A/G)CGTG-3′ sequence, in promoters of specific target genes^15,16^. Studies show that the effects of HIF-1α and HIF-2α in regulating skeletal development, bone remodeling, and pathological bone diseases are different. Some papers suggest the anabolic role of HIF-α. Accumulation of HIF-1α and HIF-2α in osteoblasts via specific deletion of VHL promotes endochondral ossification and long bone formation by promoting vascularization^17,18^. On the contrary, other studies support the catabolic effects of HIF-1α. Deletion of HIF-1α in osteoblasts of mature bone resulted in the increased accumulation of bone^19^. Overexpression of HIF-1α negatively regulates mechanical load-induced bone formation^20^ and inhibits the proliferation and growth of osteoblasts by synergistic inhibition of the Wnt pathway and osterix^21^. Bone is a hypoxic tissue with different regions, such as cortical bone, bone marrow, cancellous bone, and endosteum, characterized by different hypoxia levels depending on the distribution of large or small blood vessels^22^. The effects of hypoxia on skeletal development and bone remodeling are complex and differ with the early or late stage of differentiation and diverse oxygen levels^22^. Therefore, the effects of HIF-1α and HIF-2α involved in skeletal development, bone remodeling, and pathologic bone disease would differ.

Our previous study observed the catabolic functions of HIF-2α in maintaining bone homeostasis and normoxic stabilization of HIF-1α and HIF-2α when cultured in differentiation-inducing conditions^23^. Here, we demonstrate the role of normoxic stabilization of HIF-1α in regulating bone remodeling, and by comparing with HIF-2α function, we suggest the differential but complementary regulation of HIF-1α and HIF-2α.

## Results

### Transcriptional profiles regulated by HIF-1α and HIF-2α during osteoblast differentiation

Our previous study observed the accumulation of HIF-1α and HIF-2α during in vitro osteoblast differentiation under normoxia when pre-osteoblasts were cultured in differentiation media (DM)^23^. To determine the distinct roles of HIF-1α in regulating bone homeostasis, at first, we confirmed the expression and normoxic stabilization of HIF-1α and HIF-2α during osteoblast differentiation. Expression of *Hif1a* was significantly increased in the early stage of osteoblast differentiation before the increase of *Ocn*, *Alp*, and *Runx2* expression, the markers of osteoblasts, which is a similar pattern of *Hif2a* expression (Fig. 1a, Supplementary Fig. 1a). Increased accumulation and nuclear localization of HIF-1α and HIF-2α were observed on day 6 with the media containing differentiation-inducing agents, such as L-AA and β-Gp (Fig. 1b). Expression of HIF-1α in the nucleus persisted from day 6 to day 12 of differentiation, while HIF-2α increased until day 15 (Supplementary Fig. 1b). 

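Primary calvarial pre-osteoblasts from 3-day-old mouse pups were infected on day 3 with control adenovirus (Ad-C) or with adenovirus carrying Hif1a (Ad-Hif1a) or Hif2a (Ad-Hif2a). Culture in osteogenic medium (L-AA at 50 μg/ml, β-Gp at 5 mM) went on until day 6, and total RNA was sequenced from 3 libraries per group. The files hold read counts for 40213 gene symbols, at 14372589 to 18623403 counts per library. The 14413 genes with enough counts for the filter of edgeR were scaled by TMM and compared with its quasi-likelihood test, with the replicate number as a block because the paper names a paired test. Log2 fold changes are given with standard errors (SE), and levels as TMM-scaled CPM with SDs over 3 libraries. Genes are said to have risen or fallen at an adjusted p under 0.05 (Benjamini-Hochberg over the genes tested). The comparisons, the test, the gene lists and the rule for which genes are named were set before the data were examined.

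The first principal component of the log2 CPM of these genes held 63.2% of the variance and parted control from vector libraries. The Ad-C libraries lay between -71.1 and -68.8 on it, the Ad-Hif1a libraries between 10.6 and 43.0, and the Ad-Hif2a libraries between 16.1 and 77.9. On the second component, with 17.8% of the variance, the Ad-Hif1a libraries lay between -35.7 and 11.4 and the Ad-Hif2a libraries between -32.9 and 56.5. The Ad-C libraries had Pearson correlations across genes of 0.989 to 0.991 with each other, the Ad-Hif1a libraries of 0.969 to 0.986 and the Ad-Hif2a libraries of 0.933 to 0.980. On the second component, Ad-Hif1a replicate 1 (11.4) and Ad-Hif2a replicate 3 (56.5) lay apart from the other vector libraries (-35.7 to -15.4). Mitochondrial transcripts made up 2.84% and 2.71% of the counts of these 2 libraries, 3.56% of those of Ad-Hif1a replicate 2 and 4.99 to 5.58% of those of the other vector libraries, against 5.88% ± 0.255 (SD, n = 3) in Ad-C.

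Across the genes tested, the log2 fold changes of Ad-Hif1a and of Ad-Hif2a against Ad-C had a Pearson correlation of 0.944 and a Spearman correlation of 0.918. Both comparisons use the same Ad-C libraries, and genes are not independent replicates. With all 9 libraries simulated without group differences, shared controls gave a median correlation of 0.49 over 20 draws. The draws gave each group the same spread, from which a correlation of about this size follows. The real Ad-C libraries varied less, with correlations of 0.989 to 0.991 against 0.933 to 0.986 within the vector groups. The simulated values may thus overstate what these shared controls add. The covariance was 0.977, against a simulated median of 0.074, a difference of 0.903.

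**Figure D1:**
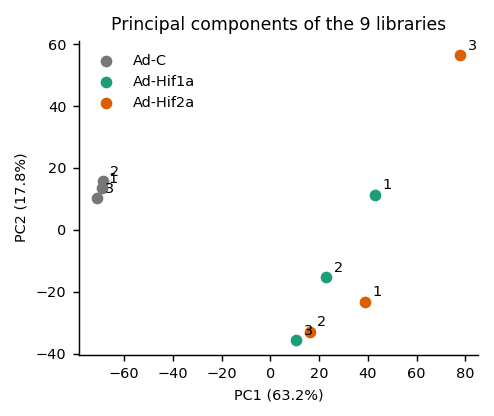
First and second principal components of the log2 CPM of the genes tested, 1 point per library with its replicate number, colored by virus. The Ad-C libraries sit together on the left, and the libraries of both vectors spread over the right.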

RNA-seq analysis showed similar transcriptional profiles in primary calvarial pre-osteoblasts by overexpression of HIF-1α or HIF-2α (Fig. 1c). As a result of RNA-seq analysis, 838 (62.7%) differentially expressed genes (DEGs) (out of 40,213 genes) were shared, and 146 (10.9%) and 353 (26.4%) DEGs were unique to HIF-1α and HIF-2α, respectively (Fig. 1d). 

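Among genes with an average log2 CPM over 4 and a change in the same direction in all 3 replicate pairs, the 5 with the largest rise were Saa3, Lcn2, Hp, Cxcl5 and Cxcl1 in both comparisons. Saa3, an acute-phase serum amyloid A, stood at 1.21 ± 0.454 CPM (SD, n = 3) with Ad-C, 4909 ± 1967 CPM with Ad-Hif1a and 12030 ± 9023 CPM with Ad-Hif2a, where its log2 fold change was 13.13 (SE 0.89, adjusted p = 0.00025), and 12.21 without Ad-Hif2a replicate 3. Cxcl5, a chemokine that attracts neutrophils, stood at 2.4 ± 0.519, 1146 ± 56.8 and 2146 ± 474 CPM. By the same rule the largest falls in both comparisons included Myh1, a fast skeletal muscle myosin heavy chain, which fell by 4.64 (SE 0.28, adjusted p = 0.000262) with Ad-Hif1a and 5.35 (SE 0.29, adjusted p = 0.000161) with Ad-Hif2a on the log2 scale. Mrc1, the macrophage mannose receptor, fell by 3.72 (SE 0.35, adjusted p = 0.00107) and 4.49 (SE 0.36, adjusted p = 0.000485). Npnt, which encodes the integrin ligand nephronectin, had log2 fold changes of -3.47 (SE 0.25, adjusted p = 0.000384) and -4.18 (SE 0.26, adjusted p = 0.000177), and Ndnf, a secreted neurotrophic factor, of -3.68 (SE 0.29, adjusted p = 0.000548) and -4.34 (SE 0.30, adjusted p = 0.000287).

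Compared with Ad-C, 1624 genes changed with Ad-Hif1a, of which 871 rose and 753 fell. With Ad-Hif2a, 2247 genes changed, of which 1135 rose and 1112 fell. These counts depended on single libraries and on the fit. The count for Ad-Hif1a was 4706 with only the 6 libraries compared, 441 without Ad-C replicate 1, 635 without Ad-C replicate 2, 487 without Ad-C replicate 3, 740 without Ad-Hif1a replicate 1, 467 without Ad-Hif1a replicate 2 and 5330 without Ad-Hif2a replicate 3. For Ad-Hif2a it was 3452 with no replicate block, 3401 with DESeq2, 688 without Ad-C replicate 1, 1014 without Ad-C replicate 2, 769 without Ad-C replicate 3, 1388 without Ad-Hif1a replicate 2 and 1063 without Ad-Hif2a replicate 1.

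At more than a 2-fold change, 1179 and 1617 genes remained, and 1069 of these changed in the same direction with both vectors, 615 up and 454 down. No gene passed in opposite directions in edgeR with all 9 libraries, and 1 did so without Ad-Hif2a replicate 3. Without both Ad-Hif1a replicate 1 and Ad-Hif2a replicate 3, a setting chosen after seeing the data, 2 did so. Another 110 genes passed with Ad-Hif1a alone and 548 with Ad-Hif2a alone, so that the shared genes were 61.9% of 1727, and the others 6.37% and 31.7%. Of the shared genes, 71.2% had the larger change with Ad-Hif2a. Independent lists of these sizes would share 39.8 risen and 26.9 fallen genes, and groups simulated without differences against shared controls shared a median of 0. The simulated groups also called a median of 0 genes in each comparison, so their shared count cannot tell how much shared controls add to the overlap. The 3 Ad-C libraries do not allow a split into parts of at least 2, so part of the overlap may come from the shared controls. The shared genes were 36.2% without Ad-Hif1a replicate 2, where 794 of 1261 genes passed with Ad-Hif2a alone. The share with Ad-Hif1a alone was 26.2% with only the 6 libraries compared, 2.70% without Ad-C replicate 1, 3.06% without Ad-C replicate 2, 3.67% without Ad-C replicate 3, 2.00% without Ad-Hif1a replicate 1, 0.872% without Ad-Hif1a replicate 2, 13.7% without Ad-Hif1a replicate 3, 19.7% without Ad-Hif2a replicate 1 and 21.9% without Ad-Hif2a replicate 3, and that with Ad-Hif2a alone 16.2% with only the 6 libraries compared, 54.6% without Ad-Hif1a replicate 1, 63.0% without Ad-Hif1a replicate 2, 16.7% without Ad-Hif2a replicate 1 and 16.1% without Ad-Hif2a replicate 3. The shared count was 421 without Ad-C replicate 1, 596 without Ad-C replicate 2, 458 without Ad-C replicate 3, 673 without Ad-Hif1a replicate 1 and 456 without Ad-Hif1a replicate 2. The count with Ad-Hif1a alone was 523 with only the 6 libraries compared, 19 without Ad-C replicate 1, 31 without Ad-C replicate 2, 29 without Ad-C replicate 3, 31 without Ad-Hif1a replicate 1, 11 without Ad-Hif1a replicate 2, 309 without Ad-Hif1a replicate 3, 246 without Ad-Hif2a replicate 1 and 482 without Ad-Hif2a replicate 3, and that with Ad-Hif2a alone 323 with only the 6 libraries compared, 264 without Ad-C replicate 1, 304 without Ad-C replicate 3, 847 without Ad-Hif1a replicate 1, 209 without Ad-Hif2a replicate 1 and 355 without Ad-Hif2a replicate 3.

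At the fold and level of the paper's criteria (fold over 2, mean log2 CPM over 4) and an unadjusted p under 0.05 from edgeR in place of the paired test, 411 genes were shared, 41 passed with Ad-Hif1a alone and 297 with Ad-Hif2a alone. The paired test the paper names gave 313, 107 and 109 genes. With edgeR the second of these counts was 65 without Ad-Hif1a replicate 1, 357 without Ad-Hif1a replicate 3 and 97 without Ad-Hif2a replicate 3, and the third 192 without Ad-C replicate 1, 196 without Ad-C replicate 3, 130 without Ad-Hif1a replicate 3, 553 without Ad-Hif2a replicate 1, 732 without Ad-Hif2a replicate 2 and 117 without Ad-Hif2a replicate 3.

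**Figure D2:**
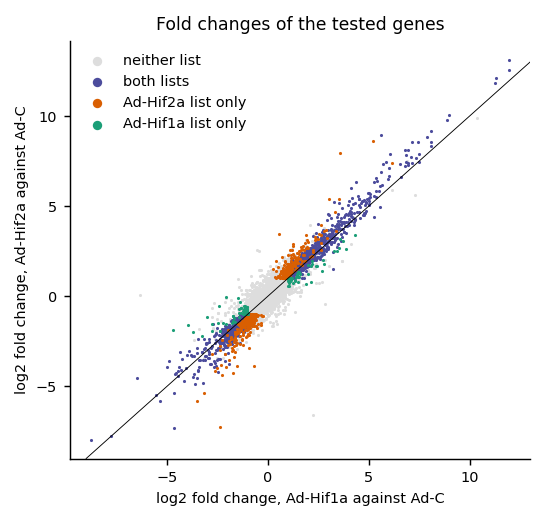
Log2 fold changes of the genes tested with Ad-Hif1a (horizontal) and Ad-Hif2a (vertical) against Ad-C, 1 point per gene, colored by the list it passed at more than a 2-fold change. The line marks equal changes, and the genes in 1 list only lie beside those in both.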

To comprehend the complex cellular processes and functions associated with HIF transcriptional regulation, we clustered the DEGs based on fold enrichment and selected the most informative Gene Ontology (GO) terms for each set of HIF DEGs. Fig. 1e shows the top enriched cellular processes, including extracellular signal-regulated kinase (ERK)-1/-2 cascade, immune response, and positive regulation of cell migration strongly shared between HIF-1α and HIF-2α. 

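Inflammatory genes rose together with both vectors. Of 28 tested inflammatory cytokines and NF-kB targets, 21 rose and 0 fell with Ad-Hif1a (24 and 0 adjusted over the list alone), and 24 rose and 0 fell with Ad-Hif2a (27 and 0 adjusted over the list alone). C3, the central complement component, had log2 fold changes of 5.04 (SE 0.20, adjusted p = 6.3e-05) with Ad-Hif1a and 5.30 (SE 0.20, adjusted p = 3.8e-05) with Ad-Hif2a, and the monocyte chemokine Ccl7 of 4.05 (SE 0.23, adjusted p = 0.000215) and 4.71 (SE 0.24, adjusted p = 0.000125). The set test camera gave adjusted p = 1.9e-49 and 7.6e-54 (adjusted p = 0.031 and 0.032 with an estimated correlation). In the same libraries, 8 of 14 macrophage markers fell with Ad-Hif1a, 8 fell with Ad-Hif2a and none rose.

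Genes of cell migration and matrix breakdown also rose. Of 18 extracellular proteases and migration genes, 11 rose and 1 fell with Ad-Hif1a (11 and 2 adjusted over the list alone), and 10 rose and 1 fell with Ad-Hif2a (13 and 2 adjusted over the list alone). Mmp3, the matrix metalloproteinase stromelysin, had log2 fold changes of 6.82 (SE 0.26, adjusted p = 6.3e-05) and 7.24 (SE 0.27, adjusted p = 3.8e-05), and the gelatinase gene Mmp9 of 3.14 (SE 0.47, adjusted p = 0.00667) and 4.32 (SE 0.46, adjusted p = 0.00142). Those of Mmp9 were 3.88 without Ad-C replicate 1 with Ad-Hif1a and 5.05 without Ad-C replicate 1 with Ad-Hif2a. Camera gave adjusted p = 2.1e-08 and 2.1e-09 for this list (adjusted p = 0.031 and 0.032 with an estimated correlation).

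Genes of ERK1/2 feedback and its immediate targets moved both ways. Of 19 tested, 5 rose and 4 fell with Ad-Hif1a (7 and 5 adjusted over the list alone), and 7 rose and 4 fell with Ad-Hif2a (8 and 4 adjusted over the list alone). Ier3, an immediate early gene, was among those that rose, with log2 fold changes of 1.78 (SE 0.18, adjusted p = 0.00119) and 2.33 (SE 0.18, adjusted p = 0.000387). Camera did not call this list (adjusted p = 0.94 and 0.31), and its medians of -0.24 and -0.29 differ in sign from its means of 0.19 and 0.41.

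Of 15 angiogenic factors, 4 rose and 1 fell with Ad-Hif1a (5 and 1 adjusted over the list alone), and 5 rose and 1 fell with Ad-Hif2a (6 and 1 adjusted over the list alone). Angptl4, an angiopoietin-like lipase inhibitor, rose by 3.77 (SE 0.18, adjusted p = 0.000121) and 4.07 (SE 0.18, adjusted p = 7.2e-05) on the log2 scale, and the gene that fell in both comparisons was Angpt2, an angiopoietin, at -2.02 (SE 0.18, adjusted p = 0.000817) and -2.05 (SE 0.18, adjusted p = 0.000574). For the angiogenic list camera gave adjusted p = 0.00056 and 0.00021 (adjusted p = 0.10 and 0.082 with an estimated correlation).

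Genes of the hypoxic response rose in part. Of 20 glycolysis genes, 5 rose and 0 fell with Ad-Hif1a (14 and 1 adjusted over the list alone), and 8 rose and 2 fell with Ad-Hif2a (11 and 2 adjusted over the list alone). The glucose transporter gene Slc2a1 was among the risen, at 1.65 (SE 0.17, adjusted p = 0.00158) and 1.79 (SE 0.17, adjusted p = 0.000947). The glycolysis list had a camera result of adjusted p = 0.00038 and 0.0044 (adjusted p = 0.56 and 0.62 with an estimated correlation). Of 25 other hypoxia-induced genes, 7 rose and 1 fell with Ad-Hif1a (11 and 2 adjusted over the list alone), and 9 rose and 2 fell with Ad-Hif2a (11 and 2 adjusted over the list alone). The camera result of this list was adjusted p = 0.00076 and 0.00068 (adjusted p = 0.37 and 0.34 with an estimated correlation).

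Most interferon-stimulated genes did not pass. Of 29, 2 rose and 0 fell with Ad-Hif1a (2 and 0 adjusted over the list alone), and 5 rose and 0 fell with Ad-Hif2a (6 and 0 adjusted over the list alone). Zbp1, a sensor of viral nucleic acid, had log2 fold changes of 2.07 (SE 0.26, adjusted p = 0.00385) and 2.56 (SE 0.27, adjusted p = 0.00141). Camera gave adjusted p = 0.95 and 0.056, in the direction of a rise for both, while the mean with Ad-Hif1a was -0.10. The list passed with Ad-Hif2a at an adjusted p of 0.0072 with DESeq2, 0.044 with no filter on low counts, 0.035 with at least 10 counts in every library, 0.0057 without Ad-C replicate 2 and 1e-05 without Ad-Hif2a replicate 2, and with an estimated correlation its adjusted p was 0.82. The Gene Ontology terms of Fig. 1e were not rebuilt, since their gene sets are not in the sources used here.

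**Figure D3:**
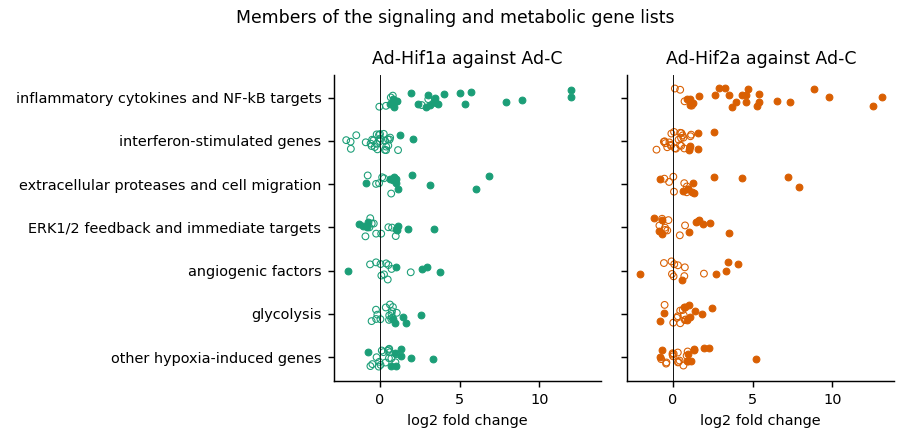
Log2 fold changes of the tested members of 7 gene lists with Ad-Hif1a (left) and Ad-Hif2a (right) against Ad-C, 1 point per gene, filled where the adjusted p is under 0.05. The filled points of the inflammatory list reach farther right than those of the other lists, and those of the ERK1/2 list lie on both sides of 0.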

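Genes of osteoblast differentiation and mineralization fell more often than they rose. Of 21 tested, 1 rose and 6 fell with Ad-Hif1a (1 and 9 adjusted over the list alone), and 1 rose and 9 fell with Ad-Hif2a (3 and 12 adjusted over the list alone). Tnfrsf19, a TNF receptor family member, had log2 fold changes of -2.12 (SE 0.16, adjusted p = 0.000465) with Ad-Hif1a and -2.24 (SE 0.16, adjusted p = 0.00033) with Ad-Hif2a. Enpp1, which makes the mineralization inhibitor pyrophosphate, rose by 1.13 (SE 0.15, adjusted p = 0.0047) and 1.25 (SE 0.15, adjusted p = 0.00236) on the log2 scale, and with Ad-Hif1a its adjusted p was 0.054 without Ad-C replicate 1 and 0.052 without Ad-C replicate 3. For the list as a whole, camera gave adjusted p = 0.0022 and 0.0026 (adjusted p = 0.32 and 0.32 with an estimated correlation).

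Factors by which osteoblasts regulate osteoclasts mostly rose where they passed. Of 15, 3 rose and 1 fell with Ad-Hif1a (6 and 2 adjusted over the list alone), and 6 rose and 1 fell with Ad-Hif2a (6 and 1 adjusted over the list alone). Cxcl12, a chemokine of stromal cells, had log2 fold changes of 2.63 (SE 0.20, adjusted p = 0.000429) and 2.68 (SE 0.20, adjusted p = 0.000334), and the interleukin-6 family cytokine Lif of 2.38 (SE 0.33, adjusted p = 0.0055) and 3.52 (SE 0.34, adjusted p = 0.00104). Sema3a, a semaphorin that restrains osteoclasts, fell by 1.15 (SE 0.21, adjusted p = 0.0162) and 1.67 (SE 0.22, adjusted p = 0.00311) on the log2 scale. The adjusted p of Sema3a with Ad-Hif1a was 0.11 without Ad-C replicate 1, 0.061 without Ad-C replicate 2, 0.10 without Ad-C replicate 3, 0.072 without Ad-Hif1a replicate 1 and 0.11 without Ad-Hif1a replicate 2. The list had a camera result of adjusted p = 0.016 and 0.0090 (adjusted p = 0.38 and 0.34 with an estimated correlation), the first of which was 0.051 with no filter on low counts, 0.071 with at least 10 counts in every library and 0.090 without Ad-Hif1a replicate 3, and the second 0.12 with at least 10 counts in every library.

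Signaling and matrix genes moved both ways. Of 26 BMP and TGF-beta signaling genes, 6 rose and 4 fell with Ad-Hif1a (8 and 8 adjusted over the list alone), and 8 rose and 8 fell with Ad-Hif2a (10 and 8 adjusted over the list alone). Tgfbi, a matrix protein induced by TGF-beta, rose by 2.30 (SE 0.16, adjusted p = 0.000305) and 2.27 (SE 0.16, adjusted p = 0.000244) on the log2 scale, and the BMP receptor gene Bmpr1b by 2.97 (SE 0.39, adjusted p = 0.00406) and 2.73 (SE 0.38, adjusted p = 0.00413). Of 20 Wnt signaling genes, 4 rose and 3 fell with Ad-Hif1a (4 and 6 adjusted over the list alone), and 3 rose and 5 fell with Ad-Hif2a (4 and 6 adjusted over the list alone). The Wnt antagonists Nkd1 and Nkd2 moved apart, Nkd1 with log2 fold changes of -2.09 (SE 0.21, adjusted p = 0.00128) and -2.28 (SE 0.21, adjusted p = 0.00079), and Nkd2 of 1.26 (SE 0.14, adjusted p = 0.00185) and 1.24 (SE 0.14, adjusted p = 0.00161). Of 24 extracellular matrix genes, 4 rose and 2 fell with Ad-Hif1a (4 and 2 adjusted over the list alone), and 4 rose and 4 fell with Ad-Hif2a (4 and 6 adjusted over the list alone), among them the collagen gene Col6a3 at -2.04 (SE 0.29, adjusted p = 0.00602) and -2.45 (SE 0.30, adjusted p = 0.00247). The adjusted p of Col6a3 with Ad-Hif1a was 0.056 without Ad-C replicate 3 and 0.051 without Ad-Hif1a replicate 2. Camera called none of these 3 lists, at adjusted p = 0.39 and 0.36 for BMP and TGF-beta, adjusted p = 0.94 and 0.36 for Wnt and adjusted p = 0.83 and 0.36 for matrix genes. The BMP and TGF-beta list passed with Ad-Hif2a without Ad-Hif2a replicate 3 (adjusted p = 0.045).

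Of 9 adipogenic genes, 2 rose and 2 fell with Ad-Hif1a (3 and 2 adjusted over the list alone), and 3 rose and 2 fell with Ad-Hif2a (3 and 3 adjusted over the list alone). The early adipogenic factors Cebpd and Cebpb rose, Cebpd by 2.14 (SE 0.15, adjusted p = 0.000354) and 2.2 (SE 0.15, adjusted p = 0.000244) and Cebpb by 2.69 (SE 0.29, adjusted p = 0.00184) and 3.16 (SE 0.29, adjusted p = 0.00082) on the log2 scale. The median of this list was -0.33 and -0.31, its mean 0.27 and 0.29, and camera gave adjusted p = 0.52 and 0.35, against 0.0022 with the rotation test fry with Ad-Hif1a and 0.00080 with the rotation test fry with Ad-Hif2a. Of 10 chondrocyte genes, 0 rose and 1 fell with Ad-Hif1a (0 and 1 adjusted over the list alone), and 0 rose and 3 fell with Ad-Hif2a (0 and 8 adjusted over the list alone). Col2a1, the main cartilage collagen, fell by 1.53 (SE 0.18, adjusted p = 0.00243) and 1.75 (SE 0.18, adjusted p = 0.00117) on the log2 scale. The chondrocyte list had a camera result of adjusted p = 0.012 and 0.0034 (adjusted p = 0.30 and 0.18 with an estimated correlation), and with Ad-Hif1a it was 0.055 with at least 10 counts in every library.

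Of 25 cell cycle genes, 0 rose and 3 fell with Ad-Hif1a (0 and 5 adjusted over the list alone), and 0 rose and 6 fell with Ad-Hif2a (1 and 18 adjusted over the list alone). The proliferation marker Mki67 fell by 1.35 (SE 0.31, adjusted p = 0.0336) and 1.58 (SE 0.31, adjusted p = 0.0163) on the log2 scale. With Ad-Hif1a its adjusted p was 0.19 without Ad-C replicate 1, 0.073 without Ad-C replicate 2, 0.17 without Ad-C replicate 3, 0.13 without Ad-Hif1a replicate 1, 0.17 without Ad-Hif1a replicate 2 and 0.059 without Ad-Hif2a replicate 1. With Ad-Hif2a it was 0.10 without Ad-C replicate 1, 0.084 without Ad-C replicate 3 and 0.084 without Ad-Hif2a replicate 1. Camera gave adjusted p = 0.00038 and 0.00015 for this list (adjusted p = 0.61 and 0.56 with an estimated correlation), and the adjusted p with Ad-Hif1a was 0.073 with the rotation test fry.

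**Figure D4:**
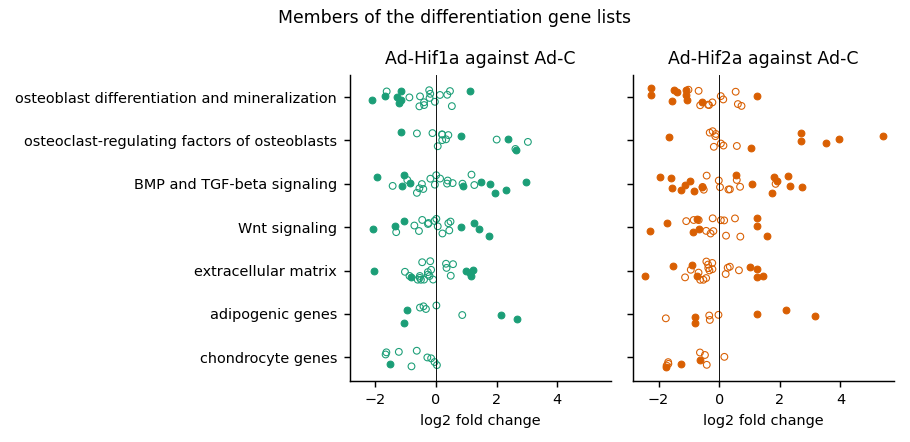
Log2 fold changes of the tested members of 7 differentiation lists with Ad-Hif1a (left) and Ad-Hif2a (right) against Ad-C, 1 point per gene, filled where the adjusted p is under 0.05. Filled points of the osteoblast list lie mostly left of 0, and those of the BMP and TGF-beta and Wnt lists on both sides.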

Of them, 3905 genes involved in cell differentiation were analyzed, and we found that most were similarly regulated by HIF-1α and HIF-2α (Fig. 1f). Representatively, well-known effectors such as *Ptgs2*, *Fas*, *Il6*, *Rankl*, *Twist2*, *Vegfa*, and *Vegfc* were upregulated and *Bglap1*, *Bglap2*, *Bmp2*, *Fgfr2*, *Fgfr3*, *Sp7*, and *Pparg* were down-regulated (Fig. 1f). Thus, we determined that about 62.7% of filtered genes were commonly regulated; however, some genes were distinctly regulated by HIF-1α and HIF-2α during osteoblast differentiation under normoxia.

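Of the 16 genes of Fig. 1f, 9 rose and 6 fell with Ad-Hif1a (9 and 7 adjusted over the list alone), and 9 rose and 6 fell with Ad-Hif2a (9 and 7 adjusted over the list alone). The study chose these genes on the same libraries, and Hif1a and Epas1 among them are carried by the vectors. The counts and the set test of this list are thus not independent evidence of their direction. The cytokine gene Il6 rose from 0.24 ± 0.253 CPM (SD, n = 3) with Ad-C to 34.4 ± 5.00 CPM with Ad-Hif1a and 95.9 ± 44.5 CPM with Ad-Hif2a. Its log2 fold change of 7.13 (SE 0.69, adjusted p = 0.00122) with Ad-Hif1a was 6.45 without Ad-C replicate 1 and 8.34 without Ad-C replicate 2, and that of 8.57 (SE 0.71, adjusted p = 0.000557) with Ad-Hif2a was 7.84 without Ad-C replicate 1 and 9.75 without Ad-C replicate 2. Ptgs2, the prostaglandin synthase COX-2, had log2 fold changes of 2.76 (SE 0.33, adjusted p = 0.00291) and 3.27 (SE 0.33, adjusted p = 0.00127). The death receptor gene Fas rose by 1.94 (SE 0.15, adjusted p = 0.000429) and 2.13 (SE 0.15, adjusted p = 0.00025) on the log2 scale. For these genes camera gave adjusted p = 0.012 and 0.0044 (adjusted p = 0.47 and 0.37 with an estimated correlation), and 0.47 with no filter on low counts for Ad-Hif1a and 0.33 with no filter on low counts for Ad-Hif2a.

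Of the vascular growth factors, Vegfc rose by 2.67 (SE 0.20, adjusted p = 0.000402) and 3.2 (SE 0.20, adjusted p = 0.000177) on the log2 scale, and Vegfa by 1.30 (SE 0.28, adjusted p = 0.0275) and 1.81 (SE 0.28, adjusted p = 0.00686). The adjusted p of Vegfa with Ad-Hif1a was 0.16 without Ad-C replicate 1, 0.10 without Ad-C replicate 2, 0.14 without Ad-C replicate 3, 0.13 without Ad-Hif1a replicate 2 and 0.052 without Ad-Hif1a replicate 3, and with Ad-Hif2a 0.065 without Ad-C replicate 1.

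The fibroblast growth factor receptor gene Fgfr3 had log2 fold changes of -3.26 (SE 0.23, adjusted p = 0.000357) and -3.07 (SE 0.23, adjusted p = 0.000334), and Fgfr2 of -1.90 (SE 0.16, adjusted p = 0.000711) and -2.07 (SE 0.16, adjusted p = 0.000409). Pparg, the adipogenic nuclear receptor, fell by 2.90 (SE 0.32, adjusted p = 0.00205) and 2.55 (SE 0.32, adjusted p = 0.00247) on the log2 scale.

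Bmp2, a bone morphogenetic protein, fell by 2.07 (SE 0.29, adjusted p = 0.00527) and 2.24 (SE 0.29, adjusted p = 0.00311) on the log2 scale, and Sp7, the osteoblast transcription factor osterix, had log2 fold changes of -1.25 (SE 0.20, adjusted p = 0.00837) and -1.13 (SE 0.20, adjusted p = 0.0101). The osteocalcin gene Bglap (Bglap1 in the paper) had log2 fold changes of -2.18 (SE 0.42, adjusted p = 0.018) and -2.04 (SE 0.42, adjusted p = 0.0182). Its close paralog Bglap2, which may share reads with it, had log2 fold changes of -2.08 (SE 0.57, adjusted p = 0.0625) and -1.84 (SE 0.57, adjusted p = 0.0731) and lower levels than Ad-C in all 3 replicate pairs of each comparison. Its log2 fold change with Ad-Hif2a was -2.79 without Ad-Hif2a replicate 3. The adjusted p of Bmp2 with Ad-Hif1a was 0.051 without Ad-C replicate 3. That of Sp7 with Ad-Hif1a was 0.080 without Ad-C replicate 1, 0.062 without Ad-C replicate 3 and 0.067 without Ad-Hif1a replicate 2, and with Ad-Hif2a 0.079 without Ad-C replicate 1 and 0.070 without Ad-C replicate 3. That of Bglap with Ad-Hif1a was 0.066 without Ad-C replicate 1, 0.086 without Ad-C replicate 2, 0.076 without Ad-C replicate 3, 0.051 without Ad-Hif1a replicate 1 and 0.11 without Ad-Hif1a replicate 2, and with Ad-Hif2a 0.061 without Ad-C replicate 1, 0.067 without Ad-C replicate 2, 0.079 without Ad-C replicate 3 and 0.072 without Ad-Hif2a replicate 1. Bglap2 passed with Ad-Hif1a at 0.022 with no replicate block, 0.0042 with DESeq2, 0.00068 with only the 6 libraries compared and 0.00016 without Ad-Hif2a replicate 3, and with Ad-Hif2a at 0.030 with no replicate block, 0.011 with DESeq2, 0.042 with only the 6 libraries compared, 0.019 without Ad-Hif1a replicate 3 and 0.00016 without Ad-Hif2a replicate 3.

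**Figure D5:**
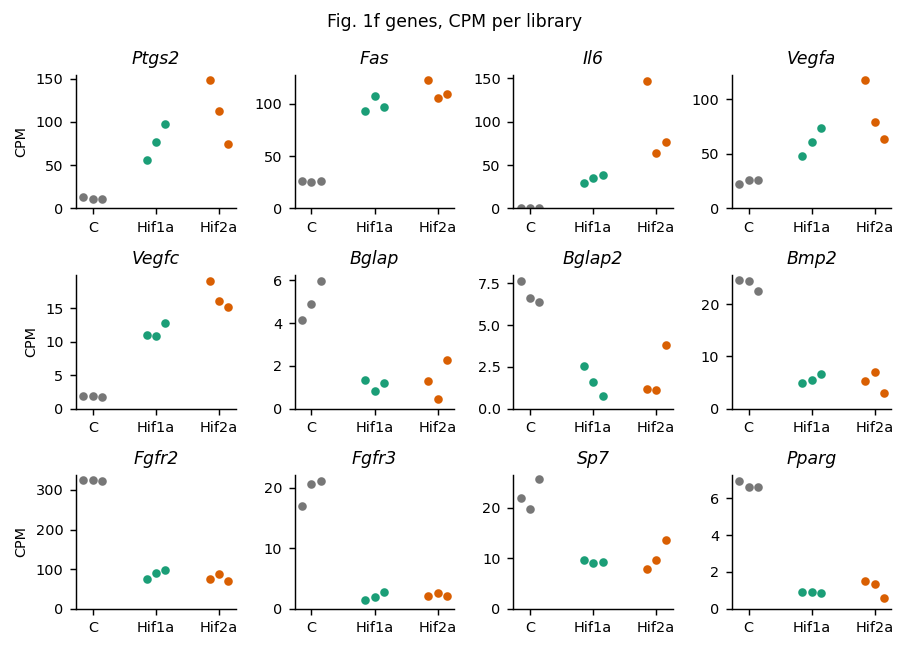
Levels of 12 genes of Fig. 1f in CPM, 1 point per library, for Ad-C (C), Ad-Hif1a and Ad-Hif2a. The 3 libraries of each vector lie on the same side of the Ad-C libraries for every gene shown.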

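Egln3, a prolyl hydroxylase that marks HIF-α for breakdown, rose with both vectors, with log2 fold changes of 3.30 (SE 0.21, adjusted p = 0.000262) with Ad-Hif1a and 5.23 (SE 0.21, adjusted p = 4.9e-05) with Ad-Hif2a, and the difference between the vectors, which had the lowest p of the direct test, was 1.92 (SE 0.17, adjusted p = 0.082). Pgf, a vascular growth factor, had a difference of 2.95 (SE 0.31, adjusted p = 0.16), from log2 fold changes of 0.53 with Ad-Hif1a and 3.48 with Ad-Hif2a. The third lowest p was that of Hif1a, which Ad-Hif1a carries, at -1.75 (SE 0.25, adjusted p = 0.82). Mmp10, a matrix metalloproteinase, had a difference of 1.86 (SE 0.28, adjusted p = 0.82), and Ndufa4l2, a mitochondrial protein induced by hypoxia, one of -1.35 (SE 0.25, adjusted p = 1). None of these differences passed in edgeR with all 9 libraries, the replicate block and the filter on counts, and DESeq2 called them at an adjusted p of 1.2e-10 for Egln3, 4.6e-09 for Pgf, 2.9e-07 for Hif1a, 8.5e-06 for Mmp10 and 0.0035 for Ndufa4l2. The genes were picked from the lowest p-values after these were seen.

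In that edgeR fit no gene passed between the vectors, and 338 of 14413 genes had an unadjusted p under 0.05, where chance would give 721. A count below that of chance marks a cautious test, so it does not show that the vectors act alike. The fit kept the replicate block, although same-numbered libraries did not pair by their values. The 338 depended on single libraries and on the fit. It became 851 without Ad-Hif2a replicate 2, 1435 without Ad-Hif2a replicate 3 and 225 to 351 with any other library left out. With only the 6 libraries compared it was 117, and with no replicate block 516. With no replicate block, Egln3 (adjusted p = 0.021) and Pgf (adjusted p = 0.037) passed, and with no filter on low counts Egln3 (adjusted p = 0.016) and Pgf (adjusted p = 0.016). DESeq2 called 80 genes, of which 21 were tested by edgeR and 59 had too few counts for its filter. Without Ad-Hif2a replicate 3, 12 genes passed in edgeR, Ly6c1, Cxcl2, Ndufa4l2, Serpinb2, Mmp10, Hif1a, Mfrp, Nos2, Egln3, Pgf, Epas1 and Lif. In simulated counts with known changes, the direct test recovered 18.4% of genes with a 2-fold and 66.0% with a 4-fold difference. It found 98.0% of those with an 8-fold difference. In the real libraries, the differences of Cstdc4 (4.40) and Cited1 (3.37) on the log2 scale did not pass. The simulated rates may thus overstate the recovery in the real libraries.

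The 110 genes in the Ad-Hif1a list alone and the 548 in the Ad-Hif2a list alone were selected on their change against the same Ad-C libraries. The median size of change of the first was 1.32 with Ad-Hif1a and 0.96 with Ad-Hif2a, and that of the second 0.97 and 1.39. In the direct contrast, 16 and 79 of them had an unadjusted p under 0.05, and 0 and 1 passed when adjusted over these genes alone. The 95% interval of the difference reached a median of 0.71 to either side for these genes on the log2 scale.

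As a group, the 28 inflammatory genes had a median difference of 0.65 towards Ad-Hif2a, and 11 of them passed when adjusted over the list alone. Camera gave adjusted p = 2.5e-24 for this difference, adjusted p = 0.12 with an estimated correlation, and the rotation test fry gave adjusted p = 0.054. Of the other lists, camera called interferon-stimulated genes (2.1e-10, higher with Ad-Hif2a), extracellular proteases and migration genes (8.7e-05, higher with Ad-Hif2a), ERK1/2 feedback and immediate targets (0.0020, higher with Ad-Hif2a), the Fig. 1f genes (0.013, higher with Ad-Hif2a), Wnt signaling (0.013, lower with Ad-Hif2a), smooth muscle and pericyte markers (0.019, lower with Ad-Hif2a), osteoclast markers (0.022, higher with Ad-Hif2a), angiogenic factors (0.048, higher with Ad-Hif2a), chondrocyte genes (0.048, lower with Ad-Hif2a) and mitochondrial transcripts (0.048, higher with Ad-Hif2a) in the direct contrast, none of which passed with an estimated correlation (lowest adjusted p = 0.12). The number of lists camera called between the vectors, 11 with all 9 libraries, was 17 with DESeq2, 5 with no filter on low counts, 5 without Ad-Hif1a replicate 1, 6 without Ad-Hif1a replicate 2, 4 without Ad-Hif2a replicate 1 and 6 without Ad-Hif2a replicate 2. Fry called HIF pathway components (0.032, higher with Ad-Hif2a), extracellular proteases and migration genes (0.032, higher with Ad-Hif2a) and smooth muscle and pericyte markers (0.045, lower with Ad-Hif2a). From the overlap of the gene lists in Fig. 1d, the paper concludes that most of the filtered genes are regulated by both isoforms and that some are regulated distinctly by HIF-1α or HIF-2α.

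**Figure D6:**
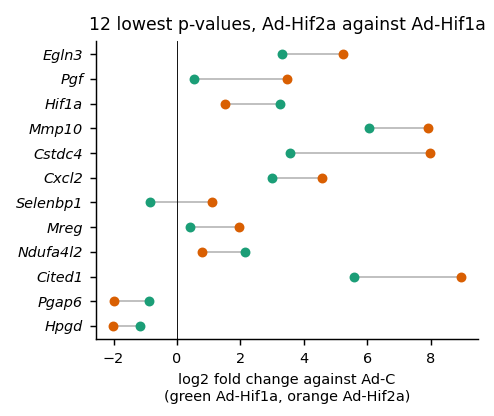
Log2 fold changes against Ad-C of the 12 genes with the lowest p between the vectors, for Ad-Hif1a (green) and Ad-Hif2a (orange). Both points of a gene lie on the same side of 0 for all but Selenbp1.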

**Fig. 1:**
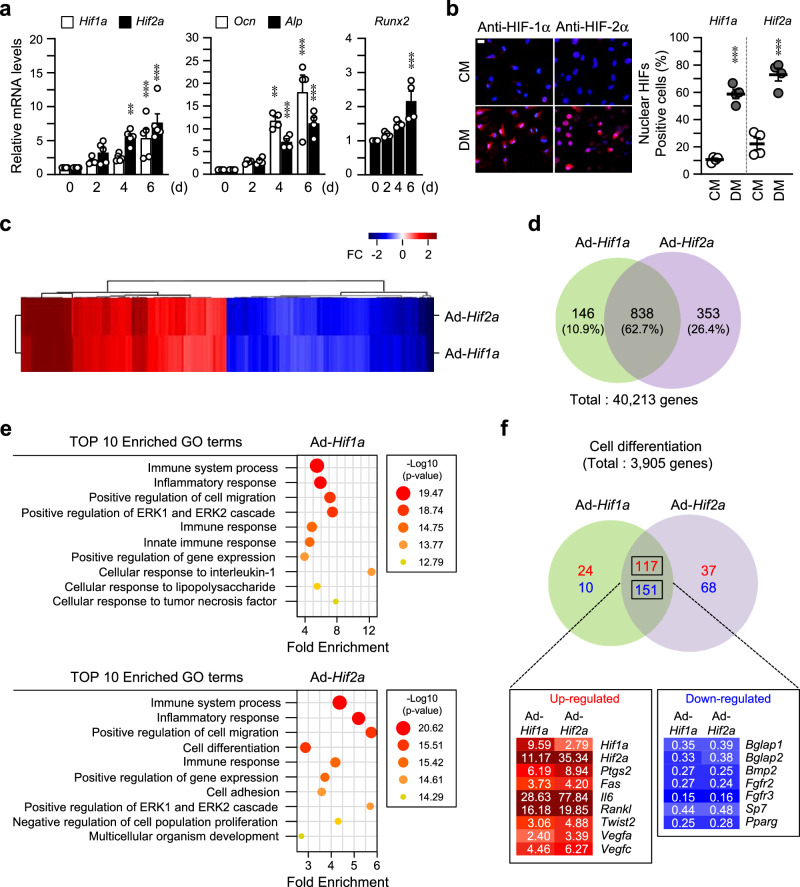
Transcriptional profiles regulated by HIF-1α and HIF-2α during osteoblast differentiation. **a** Primary calvarial pre-osteoblasts from WT mice were cultured in the medium containing 50 μg/ml L-AA and 5 mM β-Gp for up to 6 days for osteogenic differentiation. Relative transcript levels of *Hif1a*, *Hif2a*, *Ocn*, *Alp*, and *Runx2* on the indicated culture days were determined using qRT-PCR (*n* ≥ 4). **b** At day 6 differentiation, nuclear translocation of HIF-1α and HIF-2α in osteogenic differentiation medium (DM) was observed using immunocytochemistry with anti-HIF-1α antibody, anti-HIF-2α antibody and Alex-594 (red) (*n* = 4). Nuclei were marked with DAPI (blue) staining. CM, control media. Scale bar, 25 μm. **a**, **b** Values are presented as the mean ± SEM. **P < 0.01, and ***P < 0.001. **c**–**f** Primary cultured calvarial pre-osteoblasts were transduced with Ad-*Hif1a* or Ad-*Hif2a* on day 3, and then cultured in osteogenic DM until day 6. Total RNAs were extracted and then used for RNA-seq analysis (*n* = 3). Hierarchical clustering heatmap for DEGs was visualized (**c**). Venn diagram for DEGs of RNA-seq analysis (**d**). GO enrichment analysis (**e**). Top 10-ranked enriched GO terms were listed in the bubble chart. Enriched GO terms by *Hif1a* (top) or *Hif2a* overexpression (bottom). Venn diagram of selected DEGs associated with cell differentiation was visualized and the representative genes were listed. Absolute value of fold change (FC) > 2, normalized data (log2) > 4 (**d**, **e**) or normalized data (log2) > 2 (**f**), and *p*-value (paired *t*-test) < 0.05 were used as the cut-offs (**f**).

### HIF-1α inhibits osteoblast differentiation via the TWIST2-RUNX2-OCN axis

Ectopic expression of HIF-1α via the adenovirus transduction system showed inhibited differentiation of primary calvarial pre-osteoblasts. The expression of osteoblast marker genes, *Ocn* and *Runx2*, was reduced by HIF-1α overexpression (Fig. 2a), and mineralization and calcified nodule formation were inhibited as determined by ALP and ARS staining (Fig. 2b). The inhibitory effect of HIF-1α on osteoblast differentiation was confirmed by BMP-2-induced regeneration of calvarial bone defect models (Fig. 2c). Implantation with Ad-*Hif1a* in the calvarial defect regions considerably delayed BMP-2-induced bone regeneration (Fig. 2c). Knockdown of *Hif1a* via RNAi increased osteoblast marker gene expression (Fig. 2d), mineralization, and calcified nodule formation (Fig. 2e). Osteocalcin (OCN) encoded by *Ocn* is an essential factor for bone matrix mineralization, and RUNX2 is a well-known transcriptional regulator of *Ocn*. RUNX2 activity as a transcription factor was determined using two types of RUNX2-responsive luciferase reporters (6XOSE-*Luc* and OG2-*Luc*), and the results show that RUNX2 activity was significantly decreased by HIF-1α overexpression (Fig. 2f). Recently, we reported that HIF-2α inhibits osteoblast differentiation via the TWIST2-RUNX2-OCN axis^23^. 

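Twist2, which encodes a basic helix-loop-helix repressor of osteoblast differentiation, was a low-level transcript that rose with both vectors. Its level was 0.585 ± 0.0774 CPM (SD, n = 3) with Ad-C, 3.85 ± 0.842 CPM with Ad-Hif1a and 6.81 ± 2.55 CPM with Ad-Hif2a. The log2 fold change was 2.71 (SE 0.35, adjusted p = 0.00408) with Ad-Hif1a and 3.49 (SE 0.35, adjusted p = 0.0012) with Ad-Hif2a, with a higher level in 3 and 3 of 3 replicate pairs. The difference between the vectors was 0.78 (SE 0.30, adjusted p = 1). Of 5 tested genes in a list of Twist-related factors, 1 rose and 0 fell with Ad-Hif1a (1 and 0 adjusted over the list alone), and 1 rose and 0 fell with Ad-Hif2a (1 and 0 adjusted over the list alone). The gene that rose was Scx, the tendon factor scleraxis, with log2 fold changes of 1.17 (SE 0.14, adjusted p = 0.00251) and 1.18 (SE 0.14, adjusted p = 0.00187). For this list camera gave adjusted p = 0.94 and 0.87, in the direction of a rise for both, while the median with Ad-Hif1a was -0.20.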

In our current RNA-seq data (Fig. 1f), *Twist2* was commonly upregulated by HIF-1α and HIF-2α overexpression. Similar to the effects of HIF-2α^23^, *Twist2*, but not *Twist1*, was upregulated by HIF-1α overexpression (Fig. 2g). Moreover, we determined that the regulatory cis-elements of *Twist2* promoter contained putative HIF-1α binding sequences, 5′-(A/G)CGTG-3′, and ChIP results showed that *Twist2* is a direct target of HIF-1α (Fig. 2h, Supplementary Fig. 3). Additionally, siRNA-mediated silencing of *Hif1a* in primary cultured calvarial osteoblasts confirmed that *Hif1a* regulates *Twist2* expression (Fig. 2i). *Twist2* knockdown with specific siRNA partially restored the decrease of *Ocn* and *Runx2* by overexpression of *Hif1a* (Fig. 2j). These data show that HIF-1α and HIF-2α have similar effects on osteoblast differentiation by regulating the TWIST2-RUNX2-OCN axis.

**Fig. 2:**
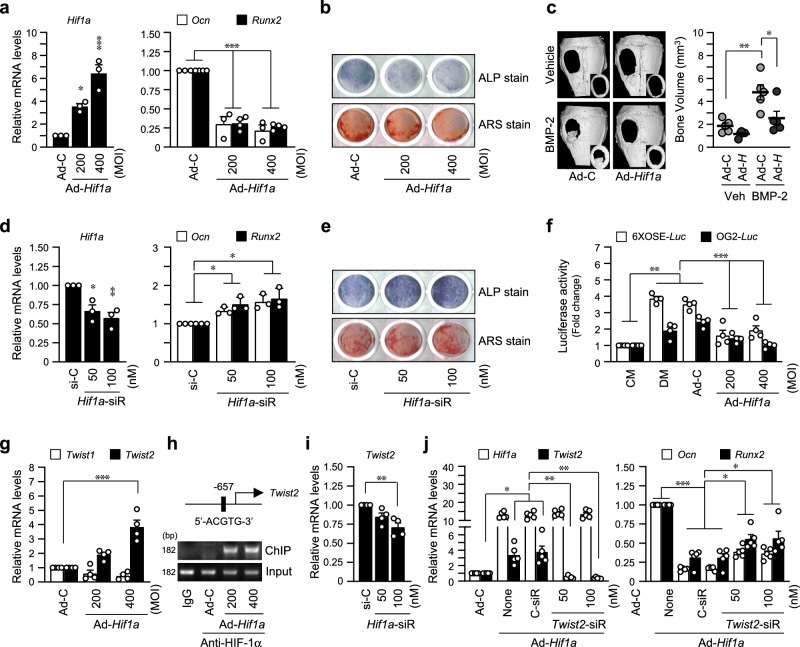
HIF-1α inhibits osteoblast differentiation via the TWIST2-RUNX2-OCN axis. **a** Osteogenic differentiation of calvarial pre-osteoblasts was induced by DM, and 200 or 400 MOI of Ad-*Hif1a* was infected at differentiation-inducing culture day 3. Subsequently, cells were harvested on the 6th day of differentiation. Relative mRNA levels of *Hif1a*, *Oc*n, and *Runx2* were quantitated by qRT-PCR (*n* ≥ 3). **b** Osteogenic phenotypes were determined by ALP and ARS staining. The representative captured images of 24-well plates were displayed (*n* = 3). **c** 5-mm diameter critical-sized defects were created in 6-week-old male mice and covered with collagen sponges without (Veh) or with 300 ng BMP-2. For each group, collagen sponges containing Ad-C or Ad-*Hif1a* were applied. After 2 weeks, the size and bone volume of calvarial defects were measured. The representative μCT images were shown (*n* = 5). **d** Cells were transfected with siRNA against *Hif1a* or control-siRNA (si-C) on differentiation day 3 and cultured for 3 days. Transcript levels of *Hif1a*, *Oc*n, and *Runx2* were determined by qRT-PCR (*n* = 3). **e** The representative images of ALP and ARS staining (*n* = 3). **f** The pre-osteoblasts were co-transfected with RUNX2-responsive luciferase reporter constructs (6XOSE-*Luc* or OG2-*Luc*) and infected together with indicated MOI of Ad-*Hif1a*. **g** The relative RNA levels of *Twist1* and *Twist2* isotypes in *Hif1a*-overexpressing cells (*n* = 4). **h** ChIP analysis showing the HIF-1α binding to the *Twist2* promoter region. **i** mRNA level of *Twist2* in pre-osteoblasts transfected with *Hif1a* siRNA (*n* = 4). **j** Cells were transfected with siRNA against *Twist2* or si-C following infection of Ad-*Hif1a*. Transcript levels of *Hif1a*, *Twist2*, *Ocn*, and *Runx2* were analyzed (*n* = 5). Values are presented as the mean ± SEM. *P < 0.05, **P < 0.01, and ***P < 0.001.

### Osteoblast-specific conditional KO of *Hif1a* increases bone mass

To determine the direct role of HIF-1α in regulating bone homeostasis, we generated osteoblast-specific *Hif1a*-deficient mice by crossing *Hif1a*^fl/fl^ mice with *Col1a1-Cre* transgenic mice. Immunohistochemical staining data verified specific knockout of *Hif1a* in osteoblasts, but not in osteoclasts, of *Hif1a*^fl/fl^;*Col1a1-Cre* (*Hif1a* conditional KO) mice (Fig. 3a). The three-dimensional (3D) microarchitecture of femoral trabecular bones in 4-month-old *Hif1a* conditional KO mice and their control *Hif1a*^fl/fl^ mice was analyzed using μCT. The μCT images exhibited an increase in cancellous trabeculae (Fig. 3b), supported by quantitative bone parameters, such as BMD, BV/TV, Tb.Th, Tb.Sp, and Tb.N (Fig. 3c). The BMD, BV/TV, Tb.Th, and Tb.N showed higher values, and Tb.Sp exhibited lower values in *Hif1a*^fl/fl^;*Col1a1-Cre* mice than in *Hif1a*^fl/fl^ control mice (Fig. 3c). To complement the 3D-μCT data, we conducted histomorphometric analysis of morphometric parameters of osteoblasts in the metaphyseal regions using H&E staining. It also revealed that the bone parameters, BV/TV, N.Ob/B.Pm, and Ob.S/BS, showed higher values in *Hif1a*^fl/fl^;*Col1a1-Cre* mice (Fig. 3d). Taken together, HIF-1α is a negative regulator in osteoblast differentiation.

**Fig. 3:**
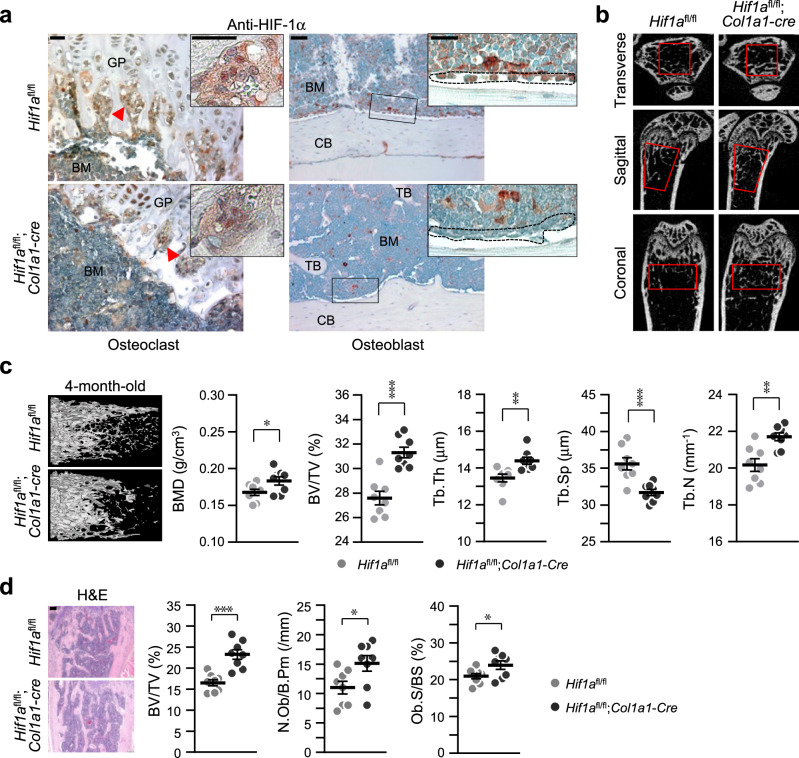
Osteoblast-specific depletion of *Hif1a* increases bone mass. **a** Osteoblast-specific, but not osteoclasts, depletion of *Hif1a* in *Hif1a*^fl/fl^;*Col1a1*-*Cre* mice and their wild-type littermates, *Hif1a*^fl/fl^ was verified by immunohistochemistry with anti-HIF-1α antibody (*n* = 3). The arrows indicate osteoclasts, and the dotted line indicates osteoblasts. GP, growth plate; BM, bone marrow; TB, trabecula bone; CB, cortical bone. Scale bar, 25 μm. **b** μCT images of femurs captured by the transverse (top), sagittal (middle), and coronal (bottom) planes. Red boxes indicate regions of interest. **c** Representative images of μCT reconstructions of trabecular bones and quantitative analyses of BMD, BV/TV, Tb.Th, Tb.Sp, and Tb.N of femora (*n* = 8). **d** H&E staining results and bone histomorphometric analysis, including BV/TV, N.Ob/B.Pm, and Ob.S/BS (*n* = 8). Scale bar, 100 μm. Values are presented as the mean ± SEM. Unpaired *t*-test was performed. *P < 0.05, **P < 0.01, and ***P < 0.001.

### HIF-1α indirectly promotes RANKL-mediated osteoclastogenesis via HIF-2α

The regulation of osteoblast-mediated osteoclastogenesis via the regulatory role of RANKL and OPG, a decoy receptor for RANKL, is essential to maintain bone homeostasis^8^. To determine whether the inhibitory function of HIF-1α on osteoblast differentiation affects the crosstalk between osteoblasts and osteoclasts. Expression of *Rankl* and *Opg* by *Hif1a*-overexpressing osteoblasts was examined for RANKL-mediated osteoclast maturation. HIF-1α overexpression significantly increased *Rankl* expression (but not *Opg*) in osteoblasts (Fig. 4a). *Rankl* to *Opg* ratio at the transcript level (Fig. 4b), immunofluorescence staining of RANKL proteins (Fig. 4c), and secreted level of RANKL (Fig. 4d) confirmed upregulation of RANKL by HIF-1α in osteoblasts. However, unexpectedly, specific siRNA-mediated silencing of *Hif1a* did not affect *Rankl* expression (Fig. 4e). Furthermore, TRAP staining of trabecular bones of *Hif1a*^fl/fl^;*Col1a1-Cre* mice showed no differences compared to *Hif1a*^fl/fl^ control mice (Fig. 4f). These results led to the hypothesis that HIF-1α-mediated *Rankl* upregulation may be indirect. Based on the results of Fig. 1f, we compared the expression of *Hif1a* and *Hif2a* by adenovirus mediated overexpression of each isoform of HIFs. Consistent with the RNA-seq analysis, *Hif2a* expression was significantly increased by HIF-1α overexpression, whereas *Hif1a* was slightly increased by HIF-2α overexpression, while ectopic expression of each isoform of HIF-α showed an increase in *Rankl* expression (Fig. 5a, Supplementary Fig. 3). 

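Transcripts counted for Hif2a (Epas1 in the files) rose with Ad-Hif1a, and those counted for Hif1a rose with Ad-Hif2a, by a smaller amount. Epas1 stood at 45.9 ± 3.59 CPM (SD, n = 3) with Ad-C, 524 ± 140 CPM with Ad-Hif1a and 1666 ± 736 CPM with Ad-Hif2a. Hif1a stood at 190 ± 3.45 CPM with Ad-C, 1831 ± 549 CPM with Ad-Hif1a and 536 ± 76.5 CPM with Ad-Hif2a. The log2 fold change of Epas1 with Ad-Hif1a was 3.52 (SE 0.42, adjusted p = 0.00287), and that of Hif1a with Ad-Hif2a was 1.5 (SE 0.25, adjusted p = 0.00846). The adjusted p of the latter was 0.053 without Ad-C replicate 1, 0.054 without Ad-C replicate 2, 0.068 without Ad-C replicate 3 and 0.051 without Ad-Hif2a replicate 1. Counts per symbol do not tell transcripts of the cells' own gene from those of the vector, so the values of Hif1a with Ad-Hif1a and of Epas1 with Ad-Hif2a may include the vector's transcripts.

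Rankl (Tnfsf11 in the files), the cytokine that drives osteoclast formation, rose from 1.20 ± 0.539 CPM with Ad-C to 34.6 ± 4.15 CPM with Ad-Hif1a and 43.0 ± 5.39 CPM with Ad-Hif2a. Its log2 fold change was 4.85 (SE 0.31, adjusted p = 0.000287) with Ad-Hif1a and 5.19 (SE 0.31, adjusted p = 0.000177) with Ad-Hif2a. The difference of 0.33 (SE 0.25, adjusted p = 1) did not pass. Of 7 other components of the HIF pathway, 1 rose and 1 fell with Ad-Hif1a (1 and 1 adjusted over the list alone), and 1 rose and 1 fell with Ad-Hif2a (2 and 1 adjusted over the list alone). The gene that rose was the prolyl hydroxylase gene Egln3, and the gene that fell was Arnt2, a partner of HIF-α proteins, with a log2 fold change of -1.08 (SE 0.18, adjusted p = 0.00958) with Ad-Hif1a and -1.58 (SE 0.18, adjusted p = 0.00186) with Ad-Hif2a. The adjusted p of Arnt2 with Ad-Hif1a was 0.089 without Ad-C replicate 1, 0.079 without Ad-C replicate 3, 0.056 without Ad-Hif1a replicate 1 and 0.082 without Ad-Hif1a replicate 2. Camera gave adjusted p = 0.40 and 0.24 for this list, whose median with Ad-Hif2a was -0.03 and mean 0.70, and the adjusted p was 0.0024 with the rotation test fry for Ad-Hif1a and 0.00080 with the rotation test fry for Ad-Hif2a. From the rise of Hif2a with HIF-1α and its own binding assay at the Hif2a promoter, the paper proposes that Hif2a is a direct target gene of HIF-1α.

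**Figure D7:**
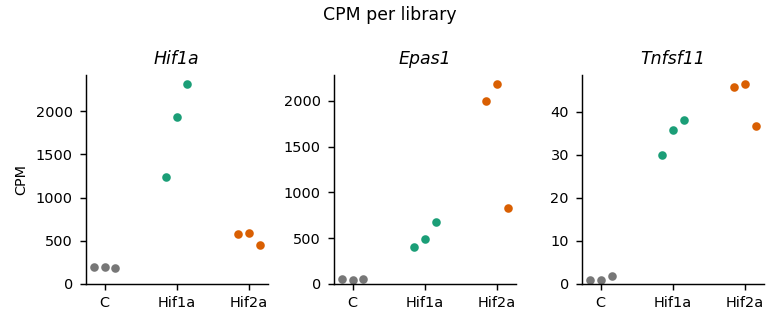
Levels of Hif1a, Epas1 and Tnfsf11 in CPM, 1 point per library, for Ad-C (C), Ad-Hif1a and Ad-Hif2a. Each gene is higher in every vector library than in every Ad-C library.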

Promoter analysis of *Hif2a* revealed the existence of putative HIF-α binding sequence, and direct binding of HIF-1α to this regulatory element of *Hif2a* promoter was determined by ChIP assay, suggesting that *Hif2a* is a direct target gene of HIF-1α (Fig. 5b, Supplementary Fig. 3). Interestingly, silencing of HIF-2α blocked Ad-*Hif1a*-mediated *Rankl* expression (Fig. 5c), whereas knockdown of HIF-1α did not affect Ad-*Hif2a*-mediated *Rankl* expression (Fig. 5d), indicating that HIF-1α-induced *Rankl* expression was mediated by HIF-2α. We set up the co-culture system to examine the effects of indirect regulation of *Rankl* expression by the HIF-1α-to-HIF-2α axis on osteoblast-mediated osteoclastogenesis. Calvarial pre-osteoblasts and BMMs, precursor cells of osteoclasts, were co-cultured in the same culture dish, and osteoblast differentiation was induced by L-AA, β-Gp, and VitD_3_ and then osteoclast differentiation was measured by TRAP staining (Fig. 5e). Osteoclastogenesis of co-cultured BMMs with pre-osteoblasts transduced with Ad-*Hif2a* was more enhanced than co-culture with HIF-1α overexpressing cells. This was further evidenced by an increase in the number of TRAP-positive multinucleated cells (Fig. 5e). In terms of regulating osteoblast differentiation, specific silencing of *Hif2a* restored Ad-*Hif1a*-mediated reduction of *Ocn* and *Runx2* expression (Fig. 5f) and knockdown of HIF-1α also recovered Ad-*Hif2a*-mediated inhibition of osteoblast marker gene expression (Fig. 5g). These data suggest a differential but complementary role of HIF-1α and HIF-2α in regulating RANKL-mediated osteoclastogenesis, although the effects of both isoforms of HIF-α were similar on osteoblast differentiation.

**Fig. 4:**
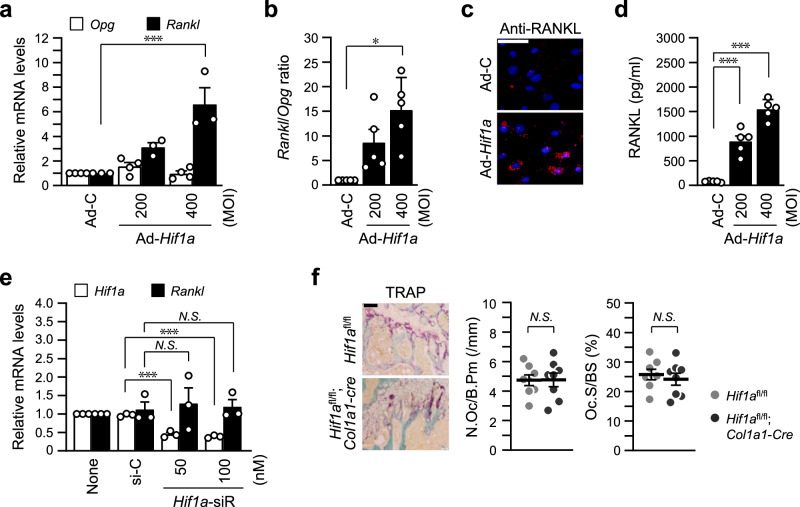
HIF-1α increases RANKL expression, but *Hif1a*-KO does not affect osteoclast maturation. **a**, **b** Primary pre-osteoblasts were infected with Ad-C or Ad-*Hif1a* on differentiation day 3 and cultured for 3 days. Relative mRNA levels of *Opg* and *Rankl* (**a**) and the *Rankl*/*Opg* ratio (**b**) were quantitated (*n* ≥ 3). **c** RANKL expression at the protein level was examined by immunofluorescence staining with anti-RANKL antibody and Alexa-594 (red), and nuclei were stained with DAPI (blue) (*n* = 3). Scale bar, 100 μm. **d** Secreted RANKL was measured by ELISA using a culture medium (*n* = 5). **e** qRT-PCR of *Hif1a* and *Rankl* following siRNA-mediated silencing of *Hif1a* during osteogenic differentiation (*n* = 3). **f** Bone histomorphometric analysis of osteoclast parameters such as N.Oc/B.Pm and Oc.S/BS after TRAP staining (*n* = 8). Scale bar, 100 μm. Values are presented as the mean ± SEM. N.S. not significant, *P < 0.05, and ***P < 0.001.

**Fig. 5:**
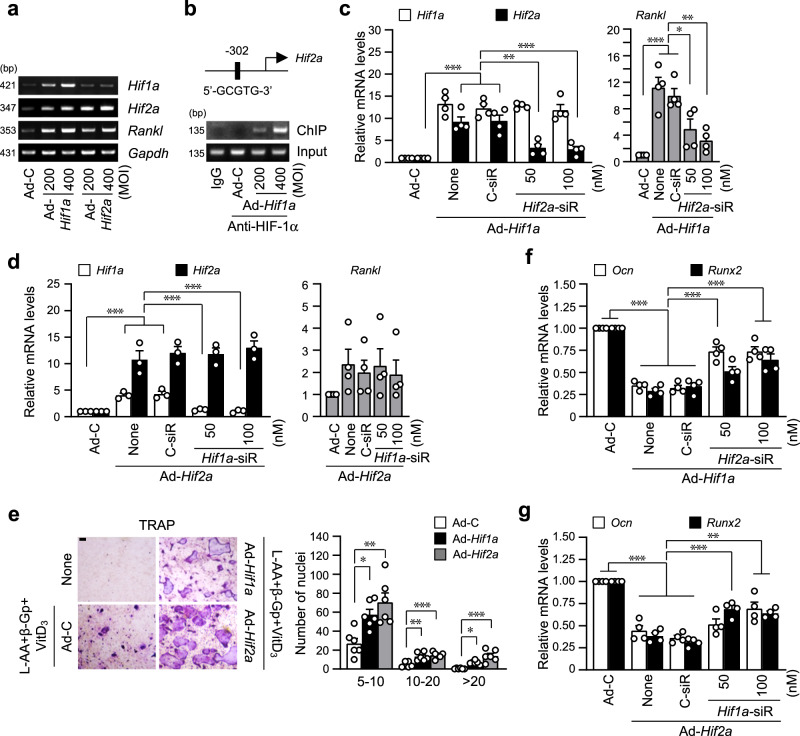
HIF-1α indirectly promotes RANKL-mediated osteoclastogenesis via HIF-2α. **a** Primary cells were infected with the indicated MOI of Ad-*Hif1a o*r Ad-*Hif2a* on the 3rd day of differentiation and cultured until day 6. Expression pattern of *Hif1a, Hif2a*, and *Rankl* was determined using RT-PCR, and representative data were shown (*n* = 3). **b** ChIP was performed with anti-HIF-1α antibody and primers spanning the HRE motif of the promoter region of the *Hif2a* gene (*n* = 3). **c**, **d** qRT-PCR analyses of *Hif1a, Hif2a*, and *Rankl* in pre-osteoblasts transfected with *Hif2a* siRNA in *Hif1a*-overexpressing cells (**c**) and transfected with *Hif1a* siRNA in *Hif2a*-overexpressing cells (**d**) (*n* ≥ 3). **e** Calvarial pre-osteoblasts infected with Ad-C, *Hif1a*, or *Hif2a* adenovirus were cultured with BMMs in a medium containing L-AA (50 μg/ml), β-Gp (5 mM), and VitD_3_ (10 nM) for 5 days. TRAP staining and quantitative analysis of multinucleated cells are shown (*n* = 6). Scale bar, 100 μm. **f**, **g** qRT-PCR analyses of *Ocn* and *Runx2* in pre-osteoblasts transfected with *Hif2a* siRNA in HIF-1α-overexpressing cells (**f**) and transfected with *Hif1a* siRNA in HIF-2α-overexpressing cells (**g**) (*n* = 4). Values are presented as the mean ± SEM. *P < 0.05, **P < 0.01, and ***P < 0.001.

### Osteoblast-specific depletion of *Hif1a* delayed osteoporotic phenotypes

To examine the effects of HIF-1α on osteoporotic bone loss, OVX (Fig. 6a–c) and age-related (Fig. 6d–f) experimental animal models were applied. μCT images exhibited delay of OVX-induced bone loss in *Hif1a*^fl/fl^;*Col1a1-Cre* mice compared to *Hif1a*^fl/fl^ control mice, supported by the parameters of quantitative analyses, such as BMD, BV/TV, Tb.Th, Tb.Sp, and Tb.N (Fig. 6a). Bone histomorphometric analyses with H&E (Fig. 6b) and TRAP staining results (Fig. 6c) revealed that osteoblast-specific depletion of *Hif1a* prevented OVX-induced reduction of osteoblasts (Fig. 6b) but not OVX-induced bone resorption (Fig. 6c). In particular, osteoblast-specific depletion of *Hif1a* reduced TWIST2 expression in osteoblasts of the OVX model, while the effect of *Hif1a* deficiency on HIF-2α and RANKL expression was not notably significant (Supplementary Fig. 2). Consistent with the data from OVX experimental mice, aging (12-month-old)-induced osteoporosis was also delayed in *Hif1a*^fl/fl^;*Col1a1-Cre* mice (Fig. 6d–f). Taken all together, we concluded that HIF-1α is a potent regulator of bone homeostasis, similar to HIF-2α, but HIF-1α acts as an upstream of HIF-2α in regulating RANKL-mediated osteoclastogenesis.

**Fig. 6:**
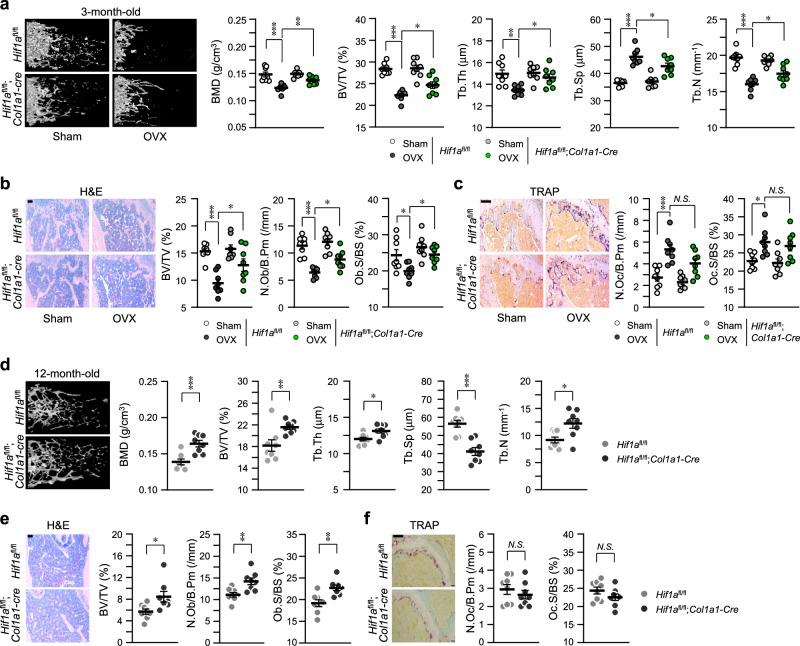
Osteoblast-specific deprivation of *Hif1a* alleviates osteoporotic bone loss. **a**–**c** Quantitative μCT analysis of femoral trabecular bones in OVX- or sham-operated 3-month-old *Hif1a*^fl/fl^ and *Hif1a*^fl/fl^;*Col1a1*-*Cre* mice (*n* = 8). **d**–**f** μCT analysis in 12-month-old *Hif1a*^fl/fl^ and *Hif1a*^fl/fl^;*Col1a1*-*Cre* mice (*n* = 8). Representative images of μCT reconstructions (**a**, **d**), H&E staining, Scale bar, 100 μm (**b**, **e**), and TRAP staining, Scale bar, 100 μm (**c**, **f**). Bone-forming parameters, such as BMD, BV/TV, Tb.Th, Tb.Sp, Tb.N, N.Ob/B.Pm, and Ob.S/BS, were assessed using µCT measurements (**a**, **d**), bone histomorphometric analysis (**b**, **e**), and bone resorption parameters, N.Oc/B.Pm and Oc.S/BS were obtained from TRAP staining of the metaphyseal regions of femurs (**c**, **f**). Values are presented as means ± SEM (N.S. not significant, *P < 0.05; **P < 0.01, and ***P < 0.001). The effects of OVX and genotypes (*Hif1a*^fl/fl^, *Hif1a*^fl/fl^;*Col1a1*-*Cre*) and their inter*a*ction were tested using two-way ANOVA (**a**, BMD: interaction = 0.0404, OVX < 0.0001, genotype = 0.0162).

## Discussion

Bone is a highly dynamic tissue that continuously undergoes remodeling to reflect an equilibrium of functional and metabolic demands even after bone development. Bone diseases, such as osteoporosis, osteopetrosis, and fragile bone fracture, are mainly caused by disturbances in bone homeostasis maintained by a balance between bone-forming osteoblasts and bone-resorbing osteoclasts. Our previous study demonstrated the critical role of HIF-2α as a catabolic regulator in bone remodeling and HIF-2α as a novel intrinsic mediator of age-related bone loss^24^, which led to the investigation of HIF-1α functions in regulating bone homeostasis. The activities of the HIF-α/β dimer on the transcriptional regulation of target genes depend on the stability of the HIF-1α subtype. So far, three isotypes of HIF-α have been identified; of these, HIF-1α and HIF-2α exhibit nearly the same amino acid sequence homology, while HIF-3α has relatively short sequences. Since both HIF-1α and HIF-2α have very similar structures and can recognize and bind the same HRE, 5′-(A/G)CGTG-3′, sequences in a promoter of specific target genes, many papers have reported similar functions of these two isotypes of HIF-α. However, several studies have supported distinct roles of HIF-1α and HIF-2α in different cellular processes. Such reports show that HIF-1α is associated with acute hypoxic response, whereas HIF-2α is related to chronic hypoxic response^25^. Moreover, HIF-1α contributes to the maintenance of chondrocyte phenotypes and metabolic adaptation to the hypoxic environment, whereas HIF-2α accelerates osteoarthritic processes^26^. This study determined similar and independent regulation of HIF-1α and HIF-2α during osteoblast differentiation but differential regulation of HIF-1α depending on HIF-2α in osteoclast activation via crosstalk with osteoblasts.

It is well-known that HIF-α stability is very sensitive to oxygen. HIF-α is hydroxylated by PHD^27^ and acetylated by ARD-1^28^, resulting in the proteasomal degradation of HIF-α under normoxia. However, some investigations have reported that normoxic HIF-1α stabilization is caused by local inflammatory factors, such as TNF-α, INF-γ, IL-1β, and IGF-1, in human coronary endothelial cells^13^, and nitric oxide also promotes normoxic HIF-1α stabilization by inhibition of PHD^29^. Consistent with this finding, inflammatory cytokines, such as IL-1β, IL-17, IL-21, and TNF-α, induced increased expression of HIF-2α in mouse articular chondrocytes under normoxia^30^. The effect of inflammation on bone is mediated by inflammatory cytokines, such as IL-1β, IL-6, IL-17, and TNF-α, which promote osteoclastogenesis and skew bone homeostasis toward pathological bone resorption^31–34^. Interestingly, our previous study^24^ showed that HIF-1α and HIF-2α were stabilized under normoxia in cells cultured without any cytokines in osteogenic differentiation medium and in trabecular bone tissues during osteoporotic bone loss. It cannot be entirely ruled out that the stabilization of HIF-1α under normoxic conditions, as posited in our current research, may be influenced by locally occurring hypoxic conditions in in vivo pathological settings. The vascularized bone microenvironment, influenced by systemic circulation, is not hypoxic compared to various other organs^35,36^. Kim et al. directly measured in vivo oxygen levels in the bone architecture of rats, revealing that vascularized bone is a high-O_2_ area compared to vessel-free cartilage with low-O_2_ levels and bone marrow with medium-O_2_ levels^37^. They suggested that the higher expression of HIF-1α in high-O_2_ areas is associated with ROS signaling. In our study, we conducted all experiments under normoxia and observed stabilization of HIF-1α and HIF-2α during osteoblast differentiation of pre-osteoblasts under these conditions. We hypothesized that certain factors in the normal physiological or pathological environment could induce stabilization of the HIF-α subunit under normoxia. We investigated the effects of osteogenic differentiation-induced normoxic stabilization of HIF-1α in osteoblasts on regulating osteoblast differentiation and osteoblast-mediated osteoclast activation. Although we did not specifically investigate the signaling pathway of HIF stabilization during osteoblast differentiation under normoxia in the current study, we recognize the importance of clarifying this aspect in further studies.

In this study, we determined similar but slightly different regulation by HIF-1α compared to HIF-2α in regulating bone remodeling. The RNA-seq analysis to determine gene expression profile by HIF-1α and HIF-2α overexpression during osteoblast differentiation (Fig. 1) showed that about 62.7% DEGs of a total of 40,213 genes were similarly regulated, and about 10.9% and 26.4% DEGs were differentially regulated by HIF-1α and HIF-2α, respectively (Fig. 1d). Performing additional experiments comparing the RNA-seq results from osteoblasts with knockdown of each HIF isoform would provide more robust evidence for conclusive insights. In the current study, HIF-1α and HIF-2α expression increased continuously until about the 15-day, starting from the 3-day in vitro culture with osteogenic differentiation medium before osteoblast marker gene, OCN expression (Supplementary Fig. 1, Supplementary Fig. 4). We observed that overexpression of HIF-1α delayed BMP-2-induced bone regeneration by inhibiting osteogenic differentiation (Fig. 2c), and HIF-1α overexpression inhibited the expression and activity of RUNX2, which resulted in the inhibition of *Ocn* expression, a transcriptional target of RUNX2. Regarding the studies showing that hypoxia signaling inhibits osteogenic differentiation of mesenchymal stem cells by suppressing RUNX2 via transcriptional repression of *Twist2*^38^ and HIF-2α directly binds to the promoter of *Twist2* gene^23^, we found that HIF-1α was also a transcriptional activator of *Twist2* gene. Thus, HIF-1α inhibited osteoblast differentiation by regulating the TWIST2-RUNX2-OCN axis, in a similar way of HIF-2α.

In our previous report^23^, HIF-2α expression was increased during in vitro osteoclast differentiation of BMMs, whereas no significant differences in HIF-1α expression were observed. We found that overexpression of HIF-2α resulted in increased osteoclast formation and the number of multinucleated giant cells^23^. However, overexpression of HIF-1α did not lead to any changes in osteoclast formation and resorption. The effects of HIF-1α on osteoclast formation and activation have been controversial. Some studies have observed an increase in osteoclast differentiation following HIF-1α stimulation^39–41^, while others have noted a decrease^42,43^. Shirakura et al. ^44^ and Wang et al. ^45^ suggested the possibility that the increase in osteoclast differentiation under hypoxia is the result of crosstalk between osteoblasts and osteoclasts. HIF-1α exhibited a slightly different signaling pathway on the crosstalk between osteoblasts and osteoclasts. The ratio of RANKL and OPG expressed by osteoblasts is the key regulator for the interplay between osteoblasts and osteoclasts in bone homeostasis^46^. RANKL expressed by osteoblasts binds to its receptor RANK on osteoclast precursors and induces osteoclast activation^47^. OPG produced by osteoblasts acts as a soluble decoy receptor for RANKL and modulates the balance between osteoblasts and osteoclasts^8,48^. *Hif1a* overexpression increased the ratio of *Rankl* to *Opg* expression by osteoblasts (Fig. 4a–d), but, unexpectedly, osteoblast-specific depletion of HIF-1α did not affect osteoclast activation (Fig. 4f). We also found that the knockdown of *Hif1a* with siRNA did not block *Rankl* expression, although HIF-1α remarkably upregulated RANKL expression. Our previous study showed that HIF-2α directly promotes *Rankl* transcription in osteoblasts^23^. Furthermore, HIF-2α was identified as one of the genes upregulated by *Hif1a* overexpression from the data of RNA-seq analysis (Fig. 1f). Thus, we thought that HIF-1α could be a direct transcriptional activator of *Hif2a* and it was verified by the results of the ChIP assay and reciprocal overexpression and knockdown experiments as shown in Fig. 5. The knockdown of *Hif2a* significantly blocked the *Hif1a* overexpression-mediated increase of *Rankl* expression, whereas the knockdown of *Hif1a* showed no effect on increased *Rankl* expression by *Hif2a* overexpression. The co-culture experiment showed osteoclast activation by HIF-1α-HIF-2α axis-mediated RANKL expression. Osteoclast activation of BMMs co-cultured with *Hif1a* overexpressed osteoblasts was lesser than those with *Hif2a* overexpressed cells, which indicates that HIF-1α is an upstream effector of HIF-2α, a critical factor for RANKL-mediated osteoclastogenesis^23^. The doubt that HIF-1α-mediated inhibition of osteoblast differentiation might be also mediated by HIF-2α was eliminated by the data of Fig. 5f, g. Through the reciprocal overexpression and knockdown experiments, the knockdown of *Hif2a* significantly restored *Hif1a* overexpression-mediated suppression of *Runx2* and *Ocn* expression, and the pair of *Hif1a* siRNA and Ad-*Hif2a* also showed the same restored effect. Thus, HIF-1α and HIF-2α exhibited the same effect on the inhibition of osteoblast differentiation by sharing the TWIST2-RUNX2-OCN axis, but it was independent regulation by HIF-1α and HIF-2α. However, HIF-1α showed slightly different signaling pathways in the osteoblast-mediated osteoclastogenesis, but it was dependent on HIF-2α.

The results obtained in this study yielded somewhat challenging interpretations, among which is the difference in bone mass as depicted in Figs. 3 and 6. 4-month-old male *Hif1a*^fl/fl^;*Col1a1-Cre* mice exhibited an increase in bone mass (Fig. 3), whereas 3-month-old female sham groups of *Hif1a*^fl/fl^ and *Hif1a*^fl/fl^;*Col1a1-Cre* mice in OVX experiments showed no discrepancy in bone mass (Fig. 6a, b). One possible explanation for this inconsistency is gender-dependent differences in responses associated with specific sex steroids and growth hormone levels^49–51^. However, further studies are required to clarify this aspect. Additionally, in our study, bone analyses were conducted using osteoblast-specific *Hif-1α* knockout mice, revealing different findings compared to those of previous studies. In our study, depletion of osteoblast-specific *Hif-1α* in mice resulted in a significant increase in bone mass through modulation of osteoblast functions. This inconsistency could be explained in two ways. Firstly, we utilized a different *Cre* transgenic model, *Col1a1*-*Cre*, for generating osteoblast-specific conditional knockout mice, in contrast to the *Ocn*-*Cre* transgenic mice used by previous studies. *Col1a1* is known to be expressed earlier than *Ocn* during osteogenesis. To further examine the expression patterns of osteogenic markers and HIF-1α, we assessed *Hif-1α*, *Col1a1*, and *Ocn* levels during osteogenesis in human mesenchymal stem cells. Consistent with the results obtained using pre-osteoblast cells (Supplementary Fig. 1a), the mRNA expression pattern of *Hif-1α* closely resembled that of *Col1a1* but decreased at the *Ocn*-expressing stage. In addition, conflicting results were reported by Wu et al. ^52^ They suggest that HIF-1α is necessary within the context of combined PHD2 and PHD3 inactivation to inhibit bone resorption through an osteoblastic mechanism of OPG. Inconsistent results on the direct regulation of *Opg* by HIF-1α were presented in our current study (Fig. 4a). In their report, *Osterix (Osx)*-*Cre* mice were used for generation of osteoblast-specific conditional KO mice. The mouse *Osx*-*Cre* transgenic line expresses the *Cre* recombinase in committed osteoblast progenitors in both endochondral and membranous-derived bones^2^. Immature osteoblasts can be targeted by using the *Osx*-*Cre* transgenic mice, while mature osteoblasts can be targeted by using the *Col1a1*-*Cre* transgenic mice (especially the 2.3 kb *Col1a1*-*Cre* mice used in our experiment) based on their rich expression of type I collagen, the main constituent of bones^53^. This finding supports the differing phenotypes observed between our study and earlier ones. Another possible explanation for the discrepant results could be the variations in the ages of mice used for experiments. It has been suggested the HIF may exert differential effects depending on age and bone cycle (modeling vs. remodeling) in our previous study^23^. While previous studies analyzed juvenile or young adult mice, we utilized mature mice to assess the regulatory role of HIF-1α in bone remodeling and osteoporotic bone loss. These hypotheses should be further investigated using various *Cre* mouse lines and multiple time points (ages) in future studies.

The ultimate question of our study was attributed to the similar regulation in osteoblast differentiation but different regulation in osteoblast-mediated osteoclast activation. Both HIF-1α and HIF-2α expression was increased during osteoblast differentiation, and their effects on osteoblast differentiation were the same; therefore, both HIF-1α and HIF-2α expression during osteoblast differentiation seemed to be redundant. However, we found their different effects on osteoclast activation. In the results of in vivo experiments using OVX- or aging-induced osteoporosis model, osteoblast-specific knockout of HIF-1α (*Hif1a*^fl/fl^;*Col1a1-Cre* mice) showed no differences in osteoclast differentiation and activation compared to control, *Hif1a*^fl/fl^ mice, although *Hif1a* cKO did show a significant increase in BMD and bone parameters (Fig. 6). In a previous report^23^, HIF-2α expression was increased during osteoclastogenesis of BMM, but not HIF-1α, and HIF-2α specifically promoted osteoclastogenesis by directly promoting *Traf6* and RANKL-mediated osteoclastogenesis. This finding indicates that HIF-2α has more catabolic function in regulating bone remodeling than HIF-1α.

In conclusion, in the normal physiology of bone remodeling, HIF-1α could fine-tune osteoblast-mediated osteoclastogenesis by regulating HIF-2α expression, enabling the maintenance of bone homeostasis. Especially in the bone pathophysiologic microenvironment, some inflammatory cytokines may enhance the normoxic stabilization of HIF-1α and/or HIF-2α and skew the equilibrium of bone homeostasis toward bone resorption because HIF-2α promotes osteoclastogenesis and RANKL-mediated osteoclast activation and HIF-1α enhances HIF-2α function. We suggest that the normoxic stabilization of HIF-1α and HIF-2α during osteoblast differentiation is essential to osteoporotic bone loss. Especially in bone pathophysiology, several factors, including inflammatory cytokines, have the potential to stimulate the stabilization of HIF-1α and HIF-2α, which contributes to disturbances in bone homeostasis. In this study, although we didn’t investigate what factors induce normoxic stabilization of HIF-1α and HIF-2α and it should be further studied, we can emphasize the need to block both HIF-1α and HIF-2α to promote bone formation and regeneration. However, it is more necessary to inhibit HIF-2α to delay or inhibit osteoporotic bone loss. This study provides therapeutic advances in other human diseases correlated with bone loss.

## Methods

### Ethics statement and experimental mice

*Hif1a*^fl/fl^ mice were obtained from Jackson Laboratory (#007561, Sacramento, CA, USA), and *Col1a1*-*Cre* mice were kindly donated by Dr. Je-Yong Choi (Kyungpook National University, Daegu, Korea). To establish osteoblast-specific *Hif1a* knockout mice, *Hif1a*^fl/fl^ mice were backcrossed against *Col1a1*-*Cre* mice. Critical-sized (5-mm diameter) defects were created in 6-week-old C57BL/6 J male mice for calvarial defect models as previously described in ref. ^23^. 300 ng bone morphogenetic protein (BMP)-2 containing collagen sponges were applied to cover the defects. After 2 weeks, calvarial defect size was measured and further analyzed. Male mice were used for all experiments except for the ovariectomized (OVX) osteoporosis models. For the OVX models, a 5-mm dorsal incision and sham operation (as a control) were performed using 8-week-old female mice. After four weeks, the OVX mice were sacrificed for further analysis. All procedures for animal care and experiments were approved by the Institutional Animal Care and Use Committee (IACUC) of Chonnam National University (Gwangju, Korea).

### Primary culture of pre-osteoblasts and osteogenic differentiation

All experiments conducted in vitro culture in our study were under normoxic conditions. In general cell culture models, normoxic conditions are maintained in standard humidified cell culture incubators with 5% CO_2_, where the oxygen concentration is approximately 18% O_2_ (v/v), equivalent to an oxygen tension or partial pressure (pO_2_) of 138 mmHg^54,55^. Primary culture of calvarial pre-osteoblasts and induction of osteoblast differentiation were performed as previously described in refs. ^23,24^. In brief, calvarial bones were isolated from 3-day-old pups of mice and enzymatically digested with dulbecco’s modified eagle’s medium (DMEM) containing 0.1% type II collagenase (Sigma–Aldrich, St. Louis, MO, USA) and 0.25% trypsin/EDTA at 37 °C for 20 min. The isolated pre-osteoblasts were cultured in complete media, DMEM (GIBCO, Grand Island, NY, USA) containing 10% fetal bovine serum and 1% penicillin/streptomycin. After 3 days, 1 × 10^5^ cells were plated in a 35-mm culture dish and cultured in osteogenic differentiation media (DM) containing 50 μg/ml L-ascorbic acid (L-AA, A0278, Sigma–Aldrich) and 5 mM β-glycerophosphate (β-Gp, sc-220452A Chemcruz, Dallas, TX, USA). Adenoviral infection was performed on day 3 at the indicated MOI (Multiplicity of infection). For siRNA-mediated knockdown, primary cells were transfected with *Hif1a* siRNA, *Hif2a* siRNA, or *Twist2*-siRNA (Dharmacon, La Fayette, CO, USA) on differentiation day 3 using Lipofectamine RNAiMAX (Invitrogen, Carlsbad, CA, USA) following the manufacturer’s recommendations. Non-targeting siRNA (scrambled; Bioneer, Daejeon, Korea) was used as a negative control. After gene overexpression and knockdown, cells were harvested on 6 days of osteoblast differentiation for further experiment.

### Co-culture of osteoblasts and bone marrow-derived macrophages (BMMs)

To perform the co-culture of osteoblasts and BMMs, primary calvarial pre-osteoblasts and BMMs were prepared as follows: Bone marrow was isolated from the long bones of 6- to 8-week-old mice and flushed with serum free α-MEM. Bone marrow cells were cultured in complete α-MEM for 24 h, after which non-adherent cells were collected and cultured in complete α-MEM in the presence of 30 ng/ml of M-CSF (Peprotech, Rocky Hill, NJ, USA) for 3 days. Adherent BMMs (2 × 10^4^ cells per well in a 48-well plate) were then maintained in complete α-MEM containing 30 ng/ml of M-CSF for 24 h. Subsequently, they were co-cultured with primary calvarial pre-osteoblasts (4 × 10^3^ cells/well) infected with Ad-C, Ad-*Hif1a*, or Ad-*Hif2a* in the presence of 100 ng/ml BMP-2, 50 μg/ml L-AA, 5 mM β-Gp, and 10 nM 1,25-dihydroxyvitamin D_3_ (VitD_3_) for 5 days^23^. Cells were fixed and applied for tartrate-resistant acid phosphate (TRAP) staining, and images were obtained using LAS (Leica ApplicationSuite) V4.1 program (Leica, Switzerland).

### RNA sequencing (RNA-seq) analysis

For RNA-seq analysis, RNA samples were prepared from primary cultured calvarial pre-osteoblasts infected with control adenovirus (Ad-C), Ad-*Hif1a*, or Ad-*Hif2a*. Adenoviral infection was performed on day 3, followed by culturing the cells in osteogenic DM until day 6. RNA-seq service was provided by Ebiogen (Seoul, Korea). Gene expression profiling and graphic visualization were performed using the ExDEGA tool and ExDEGA Graphic Plus software. For the analysis of differentially expressed genes (DEGs), significant gene selection was filtered using an absolute value of fold change (FC) > 2, normalized data (log2) > 4 (Fig. 1d, e) or normalized data (log2) > 2 (Fig. 1f), and *p*-value (paired *t*-test) < 0.05 as the cut-off.

### Reverse transcription-polymerase chain reaction (RT-PCR) and quantitative real-time (qRT)-PCR

Total RNA was isolated using TRI reagent (TR118, MRC, Cincinnati, OH, USA), and cDNA was obtained with a reverse transcription kit (TOPscript RT DryMIX, Enzynomics, Daejeon, Korea). The AmpOne^TM^ Tap DNA Polymerase Mix (GeneAll, Seoul, Korea) and Applied Biosystems and SYBR premix Ex Taq (RR420, TaKaRa, Japan) were used for conventional PCR and qRT-PCR, respectively. All primer pairs are for the mouse genes and the sequence information of the primers and PCR conditions are listed in Supplementary Table 1. The individual transcript levels of each target gene were normalized with *Gapdh*, and relative levels were represented as a fold change relative to the indicated controls.

### Western blotting

Lysis buffer (RIPA) for western blotting was prepared using 50 mM Tris-HCl (pH 8.0), 150 mM NaCl, 5 mM NaF, 1% NP-40, 0.2% SDS, 0.5% deoxycholate, a protease inhibitor cocktail, and a phosphatase inhibitor cocktail (Roche, Basel, Switzerland). Protein samples were applied for SDS-PAGE and transferred to nitrocellulose membranes. After blocking the membrane with 5% skim milk, the samples were incubated with indicated primary antibodies at 4 °C overnight. The following antibodies were used: anti-HIF-1α (NB100-134; Novus biologicals, Centennial, CO, USA), anti-HIF-2α (NB100-122; Novus biologicals), anti-Lamin A/C (2032 S; Cell signaling, Davnvers, MA, USA), anti-OCN (AB10911, Merck, Darmstadt, Germany), and anti-β-Actin (A3584, Sigma–Aldrich). Protein levels were detected using horseradish peroxidase-conjugated secondary antibodies and an ECL detection system (RPN2235, Cytiva, Buckinghamshire, UK).

### Enzyme-linked immunosorbent assay (ELISA)

Secreted RANKL protein levels in the culture medium were measured using a RANKL-ELISA kit (ab-100749, Abcam, Cambridge, UK), following the manufacturer’s instructions.

### Immunocytochemistry

Cells cultured on 12-mm coverslips were fixed with 3.5% paraformaldehyde, permeabilized with 0.1% Triton X-100, and blocked with 1% BSA. Then, cells were incubated with primary antibodies, anti-HIF-1α, anti-HIF-2α or anti-RANKL antibodies, and an Alexa-594-conjugated secondary antibody. DAPI (4′,6-diamidino-2-phenylindole) was used for staining nuclei. Fluorescence images were captured by Zeiss microscope and analyzed by IMT isolution FL/Auto software. Positive staining cells were counted using the NIH ImageJ program (version 1.47, National Institutes of Health, Bethesda, MD, USA).

### Chromatin immunoprecipitation (ChIP) assay

ChIP assays were performed as described previously^24^. In brief, crosslinks of genomic DNA and proteins were achieved by adding 1% formaldehyde to the cell culture medium at room temperature for 10 min. Cells were lysed with RIPA buffer and then sonicated to cause fragmentation of DNA. The samples were incubated with 2 μg of anti-HIF-1α antibody or anti-IgG at 4 °C overnight. The precipitated complex of antibody and chromatin fragments were applied for PCR with specific primers for *Twist2* or *Hif2a* promoter. The primer sequences for the ChIP assay are listed in Supplementary Table 1.

### Luciferase reporter assay

Primary calvarial pre-osteoblasts infected with Ad-*Hif1a* were transfected with pGL3*-*6xOSE or pGL3-OG2, RUNX2-responsive luciferase reporter constructs, plus a CMV-β-galactosidase construct as an internal control^56^. Cell lysates were used for measuring luciferase reporter activity using a luciferase reporter assay system (Promega, Madison, WI, USA). The individual values were normalized with those of β-galactosidase activity.

### Alkaline phosphatase (ALP) and alizarin red-S (ARS) staining

For ALP staining, pre-osteoblasts were cultured for 7 days in DM media. After fixation with 4% formaldehyde, cells were rinsed with deionized water and stained with 5-bromo-4-chloro-3-indolyl phosphate (BCIP®)/nitro blue tetrazolium (NBT) Liquid Substrate solution (Sigma–Aldrich) for 30 min in a dark room. For ARS staining, cells were cultured for 14 days in DM media, fixed with 10% formalin for 15 min, and stained with 2% Alizarin red-S solution (ARS, Sigma–Aldrich) for 45 min at room temperature^57^.

### X-ray microcomputed tomography (μCT) and bone histomorphometry analysis

Mouse femurs were fixed in 10% neutral buffered formalin and analyzed with high-resolution μCT (Skyscan 1172 system, Bruker, Aartselaar, Belgium) as described previously^23^. Image reconstruction software (NRecon; Bruker) was used with identical thresholds for all samples (0–6000 in Hounsfield units) for reconstructing serial cross-section images. For the trabecular bones in the proximal femurs, a region of interest comprising 300 total steps starting at 30 steps away from the growth plate was manually designated for the trabecular bones in the proximal femurs. Femoral morphometric parameters, such as bone mineral density (BMD), bone volume per tissue volume (BV/TV), trabecular thickness (Tb.Th), trabecular separation (Tb.Sp), and trabecular number (Tb.N), were determined with CTAn data analysis software. Quantitative histomorphometric parameters, the number of osteoblasts per bone perimeter (N.Ob/B.Pm), and the osteoblasts surface per bone surface (Ob.S/BS) were analyzed using the data of H&E staining with OsteoMeasure software (Osteometrics, Inc., Decatur, GA, USA). For osteoclast parameters, the number of osteoclasts per bone perimeter (N.Oc/B.Pm) and osteoclasts surface per bone surface (Oc.S/BS) were analyzed with TRAP staining data.

### Immunohistochemistry

Isolated distal femurs were fixed with 10% neutral buffered formalin and decalcified in 0.5 M EDTA (pH 7.4). After serial dehydration procedures, bone tissues were embedded in paraffin. Sectioned slices at 5-μm thickness on slide glasses were incubated in 3% H_2_O_2_ to block endogenous peroxidase activity and treated with 0.1% trypsin for 40 min at 37 °C for antigen retrieval. After blocking with 1% BSA for 30 min, the sectioned tissues were incubated with anti-HIF-1α. EnVision-HRP (K5007, Dako, Denmark) and AEC substrate kit (SK-4200, Vector laboratories, Newark, CA, USA) were used for visualization, and hematoxylin (Dako) was used for counterstain.

### Statistical analysis

All experiments were repeated at least three times. Results were reported as the mean ± SEM. μCT and histomorphometric parameters were presented in bar charts with scatter plots. All statistical analyses were performed using GraphPad Prism version 7 (GraphPad Software, Inc., San Diego, CA, USA). All quantified data were first tested for conformation to a normal distribution using the Shapiro–Wilk test, followed by analysis with two-tailed Student’s *t*-test for quantitative variables between the means of two groups or one-way ANOVA or two-way ANOVA followed by Tukey’s post hoc tests (multi-comparison) for variables between the means of three or more independent groups, as appropriate. The *n*-value was the number of independent experiments or mice. Results were considered statistically significant when *p*-values were less than 0.05.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Peer Review File

Supplementary Information

Description of Supplementary Materials

Supplementary Data 1

Reporting Summary

## Data Availability

RNA-seq data was obtained from the Gene Expression Omnibus database under accession number GSE271730. Source data for the graphs and charts are provided as Supplementary Data 1. All data that support the findings of this study are available from the corresponding author upon reasonable request.

# Supplementary material for: Differential but complementary roles of HIF-1α and HIF-2α in the regulation of bone homeostasis
**Source:** Commun Biol. 2024 Jul 23;7:892. doi: 10.1038/s42003-024-06581-z
**Supplement:** Supplementary file 3 — Description of Supplementary Materials

## **Description of Additional Supplementary Files**

**File name:** Supplementary Data 1

**Description:** Source Data used to generate the main figures

# Supplementary material for: Differential but complementary roles of HIF-1α and HIF-2α in the regulation of bone homeostasis
**Source:** Commun Biol. 2024 Jul 23;7:892. doi: 10.1038/s42003-024-06581-z
**Supplement:** Supplementary file 5 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

|                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give <i>P</i> values as exact values whenever suitable.</i>              |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                                          |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                          |
|-----------------|--------------------------|
| Data collection | No software was used     |
| Data analysis   | GraphPad Prism version 7 |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

Data supporting the present study are available from the corresponding author upon reasonable request.

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

|                                                                    |     |
|--------------------------------------------------------------------|-----|
| Reporting on sex and gender                                        | N/A |
| Reporting on race, ethnicity, or other socially relevant groupings | N/A |
| Population characteristics                                         | N/A |
| Recruitment                                                        | N/A |
| Ethics oversight                                                   | N/A |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                 |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | All data presented represent the mean $\pm$ SEM. All quantified data were first tested for conformation to a normal distribution using the Shapiro-Wilk test, followed by analysis with two-tailed Student's t-test for quantitative variables between the means of two groups or one-way ANOVA or two-way ANOVA followed by Tukey's post hoc tests (multi-comparison) for variables between the means of three or more independent groups, as appropriate. The n-value was the number of independent experiments or mice. Results were considered statistically significant when p-values were less than 0.05. |
| Data exclusions | No data were excluded from the analyses.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                        |
| Replication     | All experiments were repeated at least three times independently.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                               |
| Randomization   | This study did not involve a randomized trial.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                  |
| Blinding        | N/A                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                             |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                                 |

### Methods

| n/a                                 | Involved in the study                           |
|-------------------------------------|-------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                        |
|-----------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | HIF-1 $\alpha$ , NB100-134; Novus biologicals<br>HIF-2 $\alpha$ , NB100-122; Novus biologicals<br>Lamin A/C, 2032S; Cell signaling<br>OCN, AB10911; Merck<br>$\beta$ -Actin, A3854; Sigma-Aldrich<br>RANKL, sc-7627; Santa cruz<br>Rabbit IgG, PP64B; EMD millipore<br>Goat anti-rabbit IgG peroxidase conjugate, A6154; Sigma-Aldrich |
| Validation      | All antibodies are available on the supplier's website.                                                                                                                                                                                                                                                                                |

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

|                                                                      |                                                                      |
|----------------------------------------------------------------------|----------------------------------------------------------------------|
| Cell line source(s)                                                  | Calvarial pre-osteoblasts isolate from 3-days-old pups of ICR mouse. |
| Authentication                                                       | N/A                                                                  |
| Mycoplasma contamination                                             | N/A                                                                  |
| Commonly misidentified lines<br>(See <a href="#">ICLAC</a> register) | N/A                                                                  |

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

|                         |                                                                                                                                                                                                                                                                                                                                   |
|-------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | Hif1a <sup>fl/fl</sup> mice were obtained from Jackson Laboratory (#007561, Sacramento, CA, USA), and Col1a1-Cre mice were donated by Dr. Je-Yong Choi (Kyungpook National University, Daegu, Korea). To establish osteoblast-specific Hif1a knockout mice, Hif1a <sup>fl/fl</sup> mice were backcrossed against Col1a1-Cre mice. |
| Wild animals            | N/A                                                                                                                                                                                                                                                                                                                               |
| Reporting on sex        | Male (4-month-old and 12-month-old), Female (ovariectomized)                                                                                                                                                                                                                                                                      |
| Field-collected samples | All mice were fed and observed under laboratory standard conditions.                                                                                                                                                                                                                                                              |
| Ethics oversight        | All procedures for animal care were approved by the Institutional Animal Care and Use Committee (IACUC) of Chonnam National University.                                                                                                                                                                                           |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Plants

|                       |     |
|-----------------------|-----|
| Seed stocks           | N/A |
| Novel plant genotypes | N/A |
| Authentication        | N/A |

How the deposited data were processed for this re-analysis (not part of the article)

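RNA from mouse primary calvarial pre-osteoblasts was sequenced in 9 libraries, 3 each from cells infected with Ad-C, Ad-Hif1a and Ad-Hif2a. The libraries were made from total RNA with the CORALL kit. The authors' processing, as deposited with the files, names bcl2fastq 2.20.0.422, fastp, STAR, Salmon and the build GRCm39, without their roles or settings. The values are counts per gene symbol as deposited by the authors, whole numbers that were not normalized before they were deposited. Each file held 40213 symbols, of which 15482 had no count in any library. Library totals were 17444224 to 18623403 counts with Ad-C, 16239634 to 17696512 with Ad-Hif1a and 14372589 to 17517897 with Ad-Hif2a. Gene positions are not given, since the annotation at hand is of an earlier build than the authors'.

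Counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and statmod 1.5.0. Genes passing filterByExpr on the 3 groups (14413) were scaled by TMM, with factors of 0.957 to 1.03, and fitted with the robust quasi-likelihood model of edgeR on all 9 libraries, with the group and the replicate number as terms. Ad-Hif1a and Ad-Hif2a were each compared with Ad-C, and then with each other. The p-values were adjusted by Benjamini-Hochberg over the genes tested, with a threshold of 0.05. Every p-value of a gene is from this edgeR test unless another is named. Levels are TMM-scaled CPM, and log2 CPM used a prior count of 2. The shared count used genes past the threshold with a fold over 2 in both comparisons. The paper's criteria were applied as a fold over 2, a mean log2 CPM over 4 and an unadjusted p under 0.05, since the paper's text does not name the scale of its normalized data. All 9 libraries were simulated from the Ad-C levels and the negative binomial spread of the fit, without group differences, to gauge the effect of shared controls.

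The genes named in the text are those the paper names from or beside the RNA-seq, the 5 largest rises and falls in each comparison among genes past the threshold with an average log2 CPM over 4 and a change in the same direction in all 3 replicate pairs, and up to 4 members of each gene list with the lowest adjusted p. Further genes are named where the text says that they were picked after their values were seen. There were 29 gene lists. The first holds the genes of Fig. 1f, and the others hold osteoblast differentiation and mineralization, osteoclast-regulating factors of osteoblasts, inflammatory cytokines and NF-kB targets, interferon-stimulated genes, glycolysis, other hypoxia-induced genes, HIF pathway components, ERK1/2 feedback and immediate targets, extracellular proteases and cell migration, angiogenic factors, Wnt signaling, BMP and TGF-beta signaling, extracellular matrix, adipogenic genes, chondrocyte genes, cell cycle, p53 targets, unfolded protein and integrated stress response, twist and related bHLH factors, macrophage markers, osteoclast markers, endothelial markers, skeletal muscle markers, smooth muscle and pericyte markers, neural and glial markers, erythroid markers, mitochondrial transcripts and nuclear-retained RNAs. The Fig. 1f genes were left out of the other lists, and 18 symbols are in more than 1 list. All 451 symbols listed were found in the files, 13 of them under another name. Lists were tested with camera of limma at an inter-gene correlation of 0.01 and adjusted over the lists in each comparison. Members were also counted after adjustment over the list alone.

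The test was tried on simulated counts with known changes at this depth. For the comparisons of Ad-Hif1a with Ad-C, Ad-Hif2a with Ad-C and Ad-Hif2a with Ad-Hif1a, it found 14.3, 18.8, 18.4% of genes changed 2-fold, 70.0, 72.0, 66.0% of genes changed 4-fold and 93.8, 91.8, 98.0% of genes changed 8-fold. Of its calls, 6.38, 7.22, 6.25% were genes without a simulated change. Alternatives tried were a fit without the replicate block, DESeq2 1.42.0, RLE, upper-quartile and no composition factors, no filter, at least 10 counts in every library, the 6 libraries compared alone, each library left out in turn, glmTreat against a fold of 1.5, other readings of the paper's criteria, camera with an estimated correlation and the rotation test fry. Leaving out Ad-Hif1a replicate 1 and Ad-Hif2a replicate 3 together, and a fold from group means of CPM plus 1, were chosen after seeing the data. The Gene Ontology analysis of Fig. 1e and the clustering of Fig. 1c were not rebuilt, and the qPCR, protein and mouse data of the paper were not analysed here.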

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

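All tests of explanations in this part were chosen after the results were seen. The paper does not discuss Saa3, Lcn2, Hp, Cxcl5 or Cxcl1, which had the largest rises in both comparisons among the genes named by rule and lay above the level of the Ad-C libraries. The log2 fold changes with Ad-Hif1a and Ad-Hif2a were 11.98 and 13.13 for the serum amyloid gene Saa3, 11.98 and 12.55 for Lcn2, which encodes lipocalin 2, and 11.31 and 12.12 for the haptoglobin gene Hp. For the neutrophil chemokine genes they were 8.89 and 9.80 for Cxcl5 and 7.89 and 8.84 for Cxcl1. Lcn2 had 15 counts in the 3 Ad-C libraries, and its log2 fold change was 13.88 without Ad-C replicate 1 and 11.37 without Ad-C replicate 3 with Ad-Hif1a and 14.47 without Ad-C replicate 1 and 11.92 without Ad-C replicate 3 with Ad-Hif2a. That of Saa3 with Ad-Hif2a was 12.21 without Ad-Hif2a replicate 3.

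The first pattern is this rise of inflammatory genes with both vectors. A larger share of macrophages in the vector cultures is argued against by the macrophage markers, which had median log2 fold changes of -1.26 and -1.18. Scaling between libraries moves all genes of a library alike, and 27 and 28 of 28 inflammatory genes lay above the median of the other tested genes, which scaling alone would not give. The Ad-C cells were infected too, so a general reaction to the virus would part the groups only if it differed between viruses or doses. Such a reaction may still contribute, since the files do not give the viral dose. Interferon-stimulated genes had medians of -0.00777 with Ad-Hif1a, where they did not rise as a set, and 0.451 with Ad-Hif2a. An effect of the expressed HIF proteins cannot be told apart from a reaction to the virus, since vector and dose are not separated here.

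The second pattern is the rise of Epas1 with Ad-Hif1a and of Hif1a with Ad-Hif2a. Reads of one gene counted for the other are argued against by the reference transcripts, which share 0 sequence words of 31 bases, the longest shared word being of 13 bases. Cells or libraries of one vector group that carry the other vector stay possible, since Epas1 added by Ad-Hif1a was 29.5% (SD 8.63) of that added by Ad-Hif2a, and Hif1a added by Ad-Hif2a was 21.1% (SD 4.69) of that added by Ad-Hif1a. Counts per symbol cannot tell this apart from induction of the cells' own genes, which was not tested, and the paper's text does not state the species of the cloned cDNA. The paper reports a rise of Hif2a after Ad-Hif1a by RT-PCR in further cultures (Fig. 5a) and binding of HIF-1α at the Hif2a promoter (Fig. 5b), which go with induction, and which were not measured in these libraries.

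The third pattern is the fall of macrophage markers with both vectors. A smaller share of macrophages as the whole cause would lower all of them alike if macrophages alone expressed them. Of 14 markers, 5 with Ad-Hif1a and 5 with Ad-Hif2a lay farther from the pooled mean than their 95% interval, at pooled means of -1.12 and -1.01. Whether other cells express some of them was not tested, so these values cannot decide on a smaller share as the whole cause. Scaling between libraries is argued against as for the first pattern, since 14 and 14 of 14 markers lay below the median of the other tested genes. A smaller share together with changes inside macrophages or in other cells may account for the fall and was not tested.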

How the results depend on the processing

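Leaving out both libraries that lay apart on the second principal component was chosen after seeing the data. Of 3752 fold changes of named genes under the alternatives, 3384 kept their direction and side of the threshold, 313 no longer passed, 55 newly passed and 0 reversed. Of 1118 list tests, 1073 kept theirs, 25 no longer passed, 20 newly passed and 0 reversed. Of the named genes past the threshold with Ad-Hif1a (88) and Ad-Hif2a (102), 51 and 62 passed in all 9 fits with a library left out.

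With 1 library left out, the genes changed with Ad-Hif1a ranged from 441 (without Ad-C replicate 1) to 5330 (without Ad-Hif2a replicate 3) and with Ad-Hif2a from 688 (without Ad-C replicate 1) to 3309 (without Ad-Hif2a replicate 3). The shared genes ranged from 421 (without Ad-C replicate 1) to 1364 (without Ad-Hif2a replicate 3), the direct contrast from 0 to 12 and the correlation from 0.882 (without Ad-Hif1a replicate 1) to 0.942 (without Ad-C replicate 2). At the paper's criteria, genes with Ad-Hif1a alone ranged from 37 (without Ad-C replicate 2) to 357 (without Ad-Hif1a replicate 3) and with Ad-Hif2a alone from 117 (without Ad-Hif2a replicate 3) to 732 (without Ad-Hif2a replicate 2). The calls of named genes, 190 with all libraries, ranged from 115 (without Ad-C replicate 1) to 202 (without Ad-Hif2a replicate 3). Without both libraries that lay apart (Ad-Hif1a replicate 1 and Ad-Hif2a replicate 3), 4022 and 4173 genes changed, 11 differed between the vectors, the correlation was 0.904 and 105 genes passed the paper's criteria with Ad-Hif2a alone.

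Same-numbered libraries did not pair by their values: the correlations of their deviations from the group means were -0.57 to 0.098, and 0 of 9 were over 0.1. With no replicate block, 2379 and 3452 genes changed, 1273 were shared, the correlation was 0.943, 416 genes passed the paper's criteria with both vectors, and 2 differed between the vectors, Egln3 (adjusted p = 0.021) and Pgf (adjusted p = 0.037). DESeq2 gave 3401 genes with Ad-Hif2a, 80 in the direct contrast and a correlation of 0.885. With no filter, 2 genes differed in the direct contrast and the correlation was 0.685, over 24731 genes that include those near 0 counts. Using the 6 libraries compared alone, 4706 genes changed with Ad-Hif1a. Tested by glmTreat against a fold of 1.5, a stricter test by construction, the number of genes changed, Ad-Hif1a against Ad-C, was 748, and that of genes changed, Ad-Hif2a against Ad-C, was 1050. Among genes called in either comparison at over 2-fold, 1727 had the same direction in both. RLE, upper-quartile and no composition factors kept all counts within 1.5 times.

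The paper's criteria with the level on TMM-scaled counts plus 1 gave 1181 shared genes, 162 with Ad-Hif1a alone and 667 with Ad-Hif2a alone, and with a level over 2 they gave 779, 94 and 498, since both admit more genes. The paired test the paper names gave 313 shared genes, 107 with Ad-Hif1a alone and 109 with Ad-Hif2a alone. Of 22 list calls, 5 passed with an estimated correlation. The 22 include those of the Fig. 1f genes, which the study chose on these libraries. Where no reason is given, the cause was not tested. In simulated counts at this depth, 2-fold changes were found in 14.3, 18.8 and 18.4% of genes with Ad-Hif1a, with Ad-Hif2a and in the direct contrast. For the direct contrast the simulated rate may overstate the recovery in the real libraries.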

Differences from the paper's values

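The paper reports 838 genes changed by both vectors, and 411 were found at the fold and level of its criteria with the unadjusted p of edgeR. Of the alternatives set before the data were examined, those within 1.5 times of the paper's value were 599 without Ad-Hif1a replicate 3, 1181 with level on TMM-scaled counts plus 1, 779 with level over 2 and 581 with level over 4 in at least one group. The others were not, and ranged from 313 with the paired test the paper names to 483 without Ad-C replicate 2.

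For Ad-Hif1a alone, the paper's count is 146 genes and the count found was 41. Of the alternatives set before the data were examined, those within 1.5 times of the paper's value were 162 with level on TMM-scaled counts plus 1 and 107 with the paired test the paper names. The others were not, and ranged from 37 without Ad-C replicate 2 to 357 without Ad-Hif1a replicate 3, with those above the paper's value being 357 without Ad-Hif1a replicate 3.

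As a share of all genes past the criteria, the paper gives 10.9% for Ad-Hif1a alone, and the share found was 5.47%. Of the alternatives set before the data were examined, those within 1.5 times of the paper's value were 8.28% without Ad-Hif1a replicate 1 and 8.06% with level on TMM-scaled counts plus 1. The others were not, and ranged from 4.05% without Ad-C replicate 2 to 32.9% without Ad-Hif1a replicate 3, with those above the paper's value being 16.6% without Ad-Hif2a replicate 3, 20.2% with the paired test the paper names and 32.9% without Ad-Hif1a replicate 3. An alternative chosen after seeing the values, leaving out both libraries that lay apart, gave 9.24%.

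For Ad-Hif2a alone, the paper's share is 26.4% and the share found was 39.7%. Of the alternatives set before the data were examined, those within 1.5 times of the paper's value were 38.9% with no composition factor, 39% with at least 10 counts in every library, 39.4% with only the 6 libraries compared, 32.9% without Ad-C replicate 1, 32% without Ad-C replicate 3, 20% without Ad-Hif2a replicate 3, 33.2% with level on TMM-scaled counts plus 1, 36.3% with level over 2, 37.8% with level over 4 in at least one group and 20.6% with the paired test the paper names. The others were not, and ranged from 12% without Ad-Hif1a replicate 3 to 62% without Ad-Hif2a replicate 2, with those below the paper's value being 12% without Ad-Hif1a replicate 3. An alternative chosen after seeing the values, leaving out both libraries that lay apart, gave 19.4%.

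The paper lists Bglap2 among the genes lowered by both vectors. Here it missed the threshold, with log2 fold changes of -2.08 (adjusted p = 0.0625, unadjusted p = 0.00792) and -1.84 (adjusted p = 0.0731, unadjusted p = 0.0145) from edgeR, and it passed the paper's unadjusted threshold in both. With Ad-Hif1a it passed after adjustment at 0.022 with no replicate block, 0.0042 with DESeq2, 0.00068 with only the 6 libraries compared and 0.00016 without Ad-Hif2a replicate 3, and with Ad-Hif2a at 0.030 with no replicate block, 0.011 with DESeq2, 0.042 with only the 6 libraries compared, 0.019 without Ad-Hif1a replicate 3 and 0.00016 without Ad-Hif2a replicate 3. The other 15 genes of Fig. 1f passed in the direction the paper gives. The folds printed in Fig. 1f, 32 in all, match within 1.5 times those found as ratios of group means of CPM plus 1, a scale chosen after seeing the values. Some edgeR folds with Ad-Hif1a and Ad-Hif2a lay farther off. They were 140 and 380 for Il6 (29 and 78 in the paper) and 28.9 and 36.4 for Tnfsf11 (16 and 20). Those of Twist2 were 6.54 and 11.2 (3.1 and 4.9). Others lay close, such as Fas at 3.84 and 4.36 (3.7 and 4.2).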

Other observations

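All tests of other splits in this part were chosen after the results were seen. Several osteoblast genes that the paper measures by other assays are also in the libraries. Alpl, which encodes alkaline phosphatase, had log2 fold changes of -1.14 (SE 0.22, adjusted p = 0.0181) with Ad-Hif1a and -1.08 (SE 0.22, adjusted p = 0.0183) with Ad-Hif2a. Its adjusted p with Ad-Hif1a was 0.10 without Ad-C replicate 1, 0.052 without Ad-C replicate 2, 0.12 without Ad-C replicate 3, 0.072 without Ad-Hif1a replicate 1 and 0.13 without Ad-Hif1a replicate 2, and with Ad-Hif2a 0.097 without Ad-C replicate 1, 0.11 without Ad-C replicate 3 and 0.075 without Ad-Hif2a replicate 1. The osteoblast transcription factor gene Runx2 had log2 fold changes of -0.88 (SE 0.26, adjusted p = 0.0762) and -1.09 (SE 0.26, adjusted p = 0.0317). It passed with Ad-Hif1a at an adjusted p of 0.025 with no replicate block, 0.019 with DESeq2, 0.0016 with only the 6 libraries compared, 0.033 without Ad-Hif1a replicate 3 and 0.00046 without Ad-Hif2a replicate 3, and with Ad-Hif2a its adjusted p was 0.17 without Ad-C replicate 1, 0.069 without Ad-C replicate 2, 0.15 without Ad-C replicate 3, 0.065 without Ad-Hif1a replicate 2 and 0.094 without Ad-Hif2a replicate 1. The RANKL decoy receptor gene Tnfrsf11b (Opg in the paper) had log2 fold changes of 0.20 (SE 0.39, adjusted p = 0.76) and -0.31 (SE 0.39, adjusted p = 0.577), and Twist1, the paralog of Twist2, of -0.20 (SE 0.27, adjusted p = 0.659) and 0.01 (SE 0.27, adjusted p = 0.987).

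Marker genes of other cell types were counted in the same way. Of 14 macrophage markers, 0 rose and 8 fell with Ad-Hif1a (0 and 9 adjusted over the list alone), and 0 rose and 8 fell with Ad-Hif2a (0 and 8 adjusted over the list alone), and camera gave adjusted p = 9e-09 and 4.6e-06 (adjusted p = 0.031 and 0.055 with an estimated correlation). Cd68, a lysosomal macrophage protein, fell by 1.78 (SE 0.14, adjusted p = 0.000465) and 1.67 (SE 0.14, adjusted p = 0.00045) on the log2 scale, and Csf1r, the CSF-1 receptor, by 1.74 (SE 0.16, adjusted p = 0.000952) and 1.79 (SE 0.16, adjusted p = 0.000672). Of 7 osteoclast markers, 1 rose and 2 fell with Ad-Hif1a (1 and 2 adjusted over the list alone), and 1 rose and 2 fell with Ad-Hif2a (1 and 2 adjusted over the list alone), at camera adjusted p = 0.54 and 0.95, and 0.042 with at least 10 counts in every library for Ad-Hif1a. Of 4 endothelial markers, 0 rose and 0 fell with Ad-Hif1a (2 and 1 adjusted over the list alone), and 2 rose and 1 fell with Ad-Hif2a (2 and 1 adjusted over the list alone), at camera adjusted p = 0.94 and 0.55, and 0.036 with the rotation test fry for Ad-Hif2a. Of 4 skeletal muscle markers, 1 rose and 1 fell with Ad-Hif1a (1 and 1 adjusted over the list alone), and 1 rose and 1 fell with Ad-Hif2a (1 and 1 adjusted over the list alone), at camera adjusted p = 0.62 and 0.77. Acta1, skeletal muscle actin, rose by 3.22 (SE 0.34, adjusted p = 0.00176) and 2.47 (SE 0.34, adjusted p = 0.00396) on the log2 scale. Of 7 smooth muscle and pericyte markers, 0 rose and 0 fell with Ad-Hif1a (0 and 0 adjusted over the list alone), and 0 rose and 1 fell with Ad-Hif2a (0 and 1 adjusted over the list alone), at camera adjusted p = 0.95 and 0.42, and 0.011 with the rotation test fry for Ad-Hif2a. Of 5 neural and glial markers, 0 rose and 0 fell with Ad-Hif1a (0 and 0 adjusted over the list alone), and 0 rose and 1 fell with Ad-Hif2a (1 and 1 adjusted over the list alone), at camera adjusted p = 0.95 and 0.91. None of 5 erythroid markers had enough counts to be tested.

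Of 14 p53 targets, 2 rose and 0 fell with Ad-Hif1a (2 and 0 adjusted over the list alone), and 3 rose and 0 fell with Ad-Hif2a (3 and 0 adjusted over the list alone), at camera adjusted p = 0.70 and 0.35, and 0.035 with the rotation test fry for Ad-Hif2a. Of 17 genes of the unfolded protein and integrated stress response, 0 rose and 0 fell with Ad-Hif1a (0 and 0 adjusted over the list alone), and 0 rose and 0 fell with Ad-Hif2a (0 and 0 adjusted over the list alone), at camera adjusted p = 0.95 and 0.98. Of 13 mitochondrial transcripts, 0 rose and 0 fell with Ad-Hif1a (0 and 0 adjusted over the list alone), and 0 rose and 0 fell with Ad-Hif2a (0 and 0 adjusted over the list alone), at camera adjusted p = 0.078 and 0.37. With Ad-Hif1a, the mitochondrial list passed in the direction of a fall at an adjusted p of 0.013 with DESeq2, 0.0081 with no filter on low counts, 0.042 with only the 6 libraries compared, 0.039 without Ad-C replicate 3, 0.00044 without Ad-Hif1a replicate 3 and 0.017 without Ad-Hif2a replicate 3. Of 5 nuclear-retained RNAs, 0 rose and 0 fell with Ad-Hif1a (0 and 0 adjusted over the list alone), and 0 rose and 0 fell with Ad-Hif2a (0 and 1 adjusted over the list alone), at camera adjusted p = 0.94 and 0.65.

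The libraries were also split in other ways. For 3 libraries against 3 there are 10 splits, too few for a share under 0.05. The real split gave 1624 genes with Ad-Hif1a and 2247 with Ad-Hif2a, was 1 of 10 with a count as large in each, and the highest of the others was 0 in both. In those splits the libraries compared were regrouped and the third group was kept whole. Groupings that mix Ad-C with vector libraries in the group used as control called more genes than the real ones in single contrasts. The count was 5345 against the first other group in a split of all 9 libraries. It was 2323 against the second when Ad-C and Ad-Hif1a libraries were regrouped. Another split of all 9 libraries called 2814 genes, with vector libraries only as control. Its first other group held Ad-C replicates 1 and 3 and Ad-Hif1a replicate 3. For the direct contrast the real count is 0, which no split can fall below, so that its splits show nothing on chance. A grouping of all 9 libraries gave 5129 genes between its groups not used as control. It set Ad-Hif1a replicate 1 and Ad-Hif2a replicates 1 and 3 against a group with Ad-C libraries. This is not a contrast of vector with vector, so it cannot be set against the real 0. Among 60 splits of all 9 libraries, the number with a value as large as the real one, that one included, was 1 for the shared genes (1069, highest other drawn 955), 1 for the paper's criteria (411, 373), 2 for the list calls (22, 22) and 1 for the correlation (0.944, 0.937). The draw missed splits with larger values: of 24 further splits run, 4 were as large for the shared genes (highest 1245), 3 for the paper's criteria (820), 1 for the list calls (23) and 0 for the correlation (0.937). In the draw the share was under 0.05 for each of these, which excludes a random grouping of all 9 libraries at that share in the draw. The list calls had a median of 9 in the other drawn splits and reached 22 in 1 with no shared gene, so that many list calls also arise where no gene is shared. For the named genes (190 calls, highest other drawn 182) the splits show nothing on chance, since most were picked by their values in the real grouping. Outside the draw, single groupings do reach the real counts, in splits of the vector libraries and, for the paper's criteria, also in 1 that mixes Ad-C with vector libraries.

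An overlap that needs the 2 vectors kept apart was tested by splitting the 6 vector libraries in other ways against the same Ad-C libraries. Of 9 other splits, 4 had an overlap as large as 1069, and the overlaps ranged from 827 to 1245. An overlap of this size thus does not need the 2 vectors kept apart. The 4 splits with Ad-Hif1a replicate 1 and Ad-Hif2a replicate 3 on the same side called 6641, 1615, 7356 and 3561 genes against Ad-C on that side. Of these counts, 6641 and 7356 are several times the real 1624 and 2247, which points to a structure of the samples other than the vector. Which structure this is stays open, since the other 2 of these splits called fewer genes and splits with the 2 libraries on opposite sides called up to 2801. The counts 5345 and 5129 above come from vector libraries set against a group with Ad-C libraries. They cannot tell such a structure from the effect of the vectors.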
